# Transcriptomic Analysis Reveals the Role of tmRNA on Biofilm Formation in *Bacillus subtilis*

**DOI:** 10.3390/microorganisms10071338

**Published:** 2022-07-01

**Authors:** Shanshan Xu, Qianqian Cao, Zengzhi Liu, Junpeng Chen, Peiguang Yan, Bingyu Li, Ying Xu

**Keywords:** tmRNA, biofilm formation, *Bacillus subtilis*, transcriptome, sporulation

## Abstract

*Bacillus* strains are widely distributed in terrestrial and marine environments, and some of them are used as biocontrol organisms for their biofilm-formation ability. In *Bacillus subtilis*, biofilm formation is fine-tuned by a complex network, a clear understanding of which still requires study. In bacteria, tmRNA, encoded by the *ssrA* gene, catalyzes *trans*-translation that can rescue ribosomes stalled on mRNA transcripts lacking a functional stop codon. tmRNA also affects physiological bioprocesses in some bacteria. In this study, we constructed a *ssrA* mutant in *B. subtilis* and found that the biofilm formation in the *ssrA* mutant was largely impaired. Moreover, we isolated a biofilm-formation suppressor of *ssrA*, in which the biofilm formation was restored to a level even stronger than that in the wild type. We further performed RNAseq assays with the wild type, *ssrA* mutant, and suppressor of *ssrA* for comparisons of their transcriptomes. By analyzing the transcriptomic data, we predicted the possible functions of some differentially expressed genes (DEGs) in the tmRNA regulation of biofilm formation in *B. subtilis*. Finally, we found that the overexpression of two DEGs, *acoA* and *yhjR*, could restore the biofilm formation in the *ssrA* mutant, indicating that AcoA and YhjR were immediate regulators involved in the tmRNA regulatory web controlling biofilm formation in *B. subtilis*. Our data can improve the knowledge about the molecular network involved in *Bacillus* biofilm formation and provide new targets for manipulation of *Bacillus* biofilms for future investigation.

## 1. Introduction

Biofilms are communities of surface-associated microbial cells enclosed by an extracellular matrix. Biofilms are the predominant mode of microbial growth in natural environments. Microbial biofilms are intimately related to human life. On the one hand, most human infections caused by microbial biofilms are notoriously challenging to treat because the microorganisms are embedded in a protective matrix of extracellular polymeric substances, for instance, exopolysaccharides (EPS) [1]. Apparently, the protection of biofilms confers multidrug resistance and immune evasion capabilities on bacteria, which makes them highly pathogenic and difficult to eradicate [2]. Biofilms formed by bacterial pathogens lead to prolonged infections and increased mortality rate among patients, which has always been a hot topic in medicine, in the past several decades [3]. On the other hand, biofilms produced by some bacteria can be beneficial to humans. They have shown great potential in wastewater treatment and production of microbial fuels [4,5]. The ability to form biofilms makes some *Bacillus* ideal biocontrol strains. For example, biofilms in *Bacillus subtilis* can protect plants from a variety of pathogens [6,7].

Given the importance of biofilm formation in *B. subtilis*, its molecular mechanisms have been extensively studied [8]. Biofilm formation in *B. subtilis* is finetuned by a complex network involving many regulatory factors. In general, the extracellular matrix of *B. subtilis* biofilms mainly includes extracellular polysaccharide (EPS), amyloid fiber (TasA) and the coat protein BslA, which are encoded by the *epsA-O* operon, *tapA-sipW-tasA* operon, and the *bslA* gene, respectively [9,10]. Regulatory factors control biofilm formation by directly or indirectly regulating the transcription of these matrix genes. To date, six crucial regulatory factors have been found to be involved in *B. subtilis* biofilm formation, namely Spo0A, AbrB, SinR, σ^H^, DegU, and CcpA [11,12]. Spo0A is central to the initiation of biofilm formation via protein phosphorylation [13,14]. The threshold level of Spo0A phosphorylation (Spo0A~P) can directly or indirectly inhibit the transcription of *abrB* and *sinR*, thereby diminishing the inhibition of *epsA-O* and *tapA-sipW-tasA* transcription by AbrB and SinR, and eventually promoting biofilm formation [15,16]. Recently, many other factors, such as Veg, YpqP, ComER, and ComX, have been described affecting biofilm formation in *B. subtilis* [17,18,19,20]. Despite the progres that have been made on the molecular mechanisms of *B. subtilis* biofilm formation, there are still unknown pathways underneath the known mechanisms, and a full understanding of the regulatory network requires more research.

During growth, ribosomes are stalled frequently on incomplete mRNA transcripts lacking a functional stop codon in bacterial cells. These result in nonstop complexes comprised of the stalled ribosome, incomplete mRNA, and nascent problematic polypeptide, the accumulation of which can cause the death of the cell [21]. Bacteria evolve mechanisms to recycle stalled ribosomes with trans-translation being the most utilized one. Trans-translation is mediated by transfer-messenger RNA (tmRNA) and SmpB. tmRNA possesses tRNA-like and mRNA-like structures with the mRNA domain coding for a tag peptide [22]. Briefly, to catalyze trans-translation, the alanine-charged tmRNA forms a complex with SmpB and EF-Tu·GTP, enters the vacant A site of the stalled ribosome and accepts the nascent peptide via transpeptidation. The ribosome then resumes moving by translation of the sequence encoded in the tmRNA, leading to the eventual release of the ribosome and addition of a C-terminal peptide tag to the incomplete nascent protein. The tagged polypeptide is recognized and degraded by various proteases, such as ClpXP and Lon [21]. Besides its biochemical function, tmRNA can affect bacteria physiologically. Some bacteria require tmRNA to be viable, such as *Shigella flexneri* and *Neisseria gonorrhoeae* [23,24]. tmRNA also regulates the stress response in *Escherichia coli*, pathogenesis in *Yersinia pseudotuberculosis*, and the cell cycle in *Caulobacter crescentus* [25,26,27]. A recent study suggests that the genome excision of P2 prophage negatively regulates biofilm formation, partially through trans-translation, in *Shewanella putrefaciens* [28]. In *B. subtilis*, it has been reported that under a variety of stressful conditions, such as high or low temperature, ethanol stress, and cadmium stress, the optimal growth of *B. subtilis* cells requires tmRNA [29,30]. In addition, it has been shown that in the *ssrA* (gene encoding tmRNA) mutant in *B. subtilis*, the activity of σ^K^, a factor playing a role in sporulation, is inhibited. Thus, tmRNA also affects sporulation of *B. subtilis* [31].

The connection between tmRNA and biofilms in *Bacillus* has not been proposed anywhere. Here, we used the CRISPER-Cas9 system to construct the *ssrA* mutant in the *B. subtilis* NCIB 3610 strain, and the results showed that the tmRNA mutant (TM) produced an obviously weaker biofilm than the wild-type strain (WT). Compared with WT, the swarming motility was also substantially hampered in TM. Moreover, a suppressor mutant strain tm3MB(MB) in the TM strain was isolated and showed an even stronger biofilm-formation phenotype than the WT strain. Finally, we analyzed the differentially expressed genes (DEGs) among WT, TM, and MB via RNAseq analysis. Among the DEGs, we found two genes, *acoA* and *yhjR*, that might encode putative immediate regulators of the pathway through which tmRNA affects biofilm formation in *B. subtilis* because overexpression of these genes partially or fully restored the biofilm-formation phenotype in TM. In this study, we found that tmRNA was required for biofilm formation and swarming motility in *B. subtilis*, which indicates that trans-translation is an important factor in the regulatory network of biofilm formation in this organism. We investigated the possible molecular mechanism how tmRNA affects biofilm formation, and our results shed a light on the understanding this complex biological process in *B. subtilis*.

## 2. Materials and Methods

### 2.1. Bacterial Strains and Growth Conditions

The *Bacillus* strains, *E. coli* strains and plasmids used in this study are listed in Table S1 in the Supplemental Material. Routine growth of *B. subtilis* and *E. coli* strains was performed in Luria–Bertani (LB) broth: 1% tryptone (Oxoid, Basingstoke, UK), 0.5% yeast extract (Oxoid) and 0.5% NaCl (Aladdin, Dubai, United Arab Emirates). The *B. subtilis* strains were grown in LBMG medium [32] (LB medium supplemented with MnCl_2_ and glycerol) for observation of pellicle biofilms. Colony biofilms were assayed in MSgg agar plates: 5 mM potassium phosphate, 100 mM MOPS [pH 7], 2 mM MgCl_2_, 50 μM MnCl_2_, 50 μM FeCl_3_, 700 μM CaCl_2_, 1 μM ZnCl_2_, 2 μM thiamine, 0.5% glycerol, 0.5% gutamate, and 50 μg/mL tryptophan and phenylalanine, as previously described [33]. Antibiotics were applied, if necessary, at the following concentrations: kanamycin, 50 μg ml^−1^ used for *E. coli* and 5 μg ml^−1^ used for *Bacillus* strains; chloramphenicol, 12.5 μg ml^−1^ used for *E. coli* and 5 μg ml^−1^ used for *Bacillus* strains; and streptomycin, 50 μg ml^−1^ used for *E. coli* strains.

### 2.2. Construction of Strains

To delete the *ssrA* gene in *B. subtilis* strains, we used the CRISPR-Cas9 system harbored in the plasmid vector pJOE8999, which is a shuttle plasmid containing a temperature-sensitive replicon for *B. subtilis* [34]. First, we subcloned the gRNA sequence for *ssrA* in pJOE8999 at the site of *Bsa* I, and obtained the resulting plasmid pYX101. Then, the DNA sequences located upstream and downstream of *ssrA* were PCR-amplified from the genomic DNA of strain NCIB 3610 using the primer pairs *ssrA*-U-F/R and *ssrA*-D-F/R, respectively. These two fragments were subsequently sutured together via SOE-PCR to construct the fragment *ssrA*-UD. The *ssrA*-UD fragment was subcloned in pYX101 at site Sfi I, and the resulting plasmid pYX102 was then transformed into JM110, to be demethylated as a new plasmid pYX103. Plasmid pYX103 was subsequently introduced into the target strain requiring a *ssrA* deletion via transformation, and the transformants were selected as Kan^R^ colonies. The verified Kan^R^ colonies were further grown at 45 °C to remove pYX103 that originated from the temperature-sensitive plasmid pJOE8999. The pYX103-free strains were screened as Kan^S^ colonies, and whether the disruption of *ssrA* via double-crossover homologous recombination occurred in these colonies during the incubation at 45 °C was tested using PCR with the primer pair *ssrA*-verify-F/R. Mutants with deleted genes *acoA*, *yhjR*, *sinR*, and *skfA* in *B. subtilis* were constructed in the same manner as that described for the *ssrA* mutant. To complement the *ssrA* mutation, plasmid pNW33N [35], a replicative and high-copy plasmid for *Bacillus*, was used as the vector carrying the wild-type ssrA gene. The sequence of *ssrA*, including its promoter region, was PCR-amplified from the genomic DNA of NCIB 3610 using the primer pairs *ssrA*-33N-F/R and obtained as a fragment flanked by the sequences of *Pst* I and *BamH* I. The amplified *ssrA* fragment was then subcloned in pNW33N between sites *Pst* I and *BamH* I, and the constructed plasmid was designated as pYX201 and transformed into JM110 for demethylation. The demethylated recombinant plasmid, pYX202, was finally transformed into the target host strains as described earlier [34]. In addition, to overexpress genes, we subcloned the fusion of a strong promoter pG and gene of interest in the pNW33N plasmid using the ClonExpress^®^ MultiS One Step Cloning Kit (Vazyme Biotech Co., Ltd., Nanjing, China), according to the manufacturer’s instructions. All the primers used in this study are listed in Table S2.

### 2.3. Biofilm Formation Assays

Strains were grown in LB to an optical density at 600 nm (OD_600_) of 1.0. For the colony assay, the LB cultures were 10 times diluted with sterile deionized water and spotted on the MSgg agar (1.5% agar), and the seeded agar plates were incubated at 30 °C for different times. For the pellicle assay, 1.5 μL of the diluted culture was added to 1.5 mL LBMG medium contained within a well of a 24-well microtiter plate, and the microtiter plates were incubated at 30 °C for the indicated times.

### 2.4. Swarming Motility Assay

To test swarming motility, single colonies of the strains grown on regular LB plates (1.5% agar) were picked and spotted onto the soft agar medium supplemented with LB broth and 0.65% agar. The seeded soft agar plates were incubated at 37 °C for 6 h, for observation of swarming zones.

### 2.5. Isolation of the Swarming Suppressors of ssrA in B. subtilis

The *ssrA* mutant was grown on regular LB plates and its single colonies were picked and spotted on the soft agar plates (the same as described above). The seeded plates were incubated at 37 °C till obvious swarming zones were observed. Bacteria from different areas of the outer rings of the swarming zones were picked and streaked on regular LB plates, for further purification of the suppressors of *ssrA*.

### 2.6. Confocal Laser Scanning Microscopy

The 48-h incubated submerged biofilms in microtiter plates were observed using a LSM710-Meta confocal laser scanning microscope (ZEISS, Jena, Germany). For the observation of biofilms in *B. subtilis* strains, cells were fluorescently stained in green with the nucleic acid marker SYTO^®^9 (Invitrogen by Thermo Fisher Scientific, Waltham, MA, USA), at the concentration of 5 μM (diluted in PBS). After a 20-min incubation in the dark at 37 °C to enable fluorescent labeling of the bacteria, the plate was mounted on the motorized stage of the confocal microscope. The biofilms were scanned at excitation wavelengths of 488 nm (argon laser; 3% intensity), with emission wavelengths collected from 493 to 550 nm for the SYTO^®^9 fluorescence. Three-dimensional (3D) projections of the biofilm structures were reconstructed using the Easy 3D function of the IMARIS software (Bitplane, Zürich, Switzerland) from the xyz image series.

### 2.7. Quantification of the Average Thickness and Biovolume of Biofilms

The average thickness and biovolumes of biofilms were calculated using COMSTAT [36]. The average biovolume was measured and calculated using results from three independent experiments, and the average thickness of biofilms was calculated using results from three independent experiments.

### 2.8. RNA Isolation

In order to select a suitable sampling time point, the growth conditions of WT, TM, and MB in the LBMG medium contained in 24-well microtiter plates were analyzed and the time point 36 h was selected. The cells at the selected time point were collected and their total RNA was extracted using the E.Z.N.A.^®^ Bacterial RNA Kit (OMEGA, Norcross, GA, USA), according to the manufacturer’s instructions. The RIN numbers and gel electropherogram of the RNA samples are shown in the Supplementary Materials.

### 2.9. Transcriptome Analysis

The library construction and Illumina sequencing were performed at Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparations. mRNA was purified from total RNA using probes to remove rRNA. The purified mRNA was fragmented and used as templates for cDNA synthesis. The cDNA libraries were sequenced using Illumina HiSeq™ 2000. The genome of *B. subtilis* NCIB 3610 (NCBI Accession No. CP034484) was used as the reference for annotation. A total of 7,225,846 reads matched to the referenced genome in the sample of WT, 7,124,644 reads in the sample of TM, and 7,462,953 reads in the sample of MB. The differentially expressed genes (DEGs) were determined between WT and TM, TM and MB, and WT and MB with the standards of padj ≤0.05, and fold change |log_2_Ratio| > 1. The KEGG database (http://www.genome.jp/kegg/, accessed on 1 December 2020) was used to classify the genes with significant differential expression based on their functions. KOBAS software was used to test the statistical enrichment of differential expression genes in the KEGG pathways. In addition, we performed a Quantitative Real-time PCR experiment (Takara.RR430B TB Green Fast qPCR Mix) for the target genes to verify the reliability of the transcriptome data (see the Supplementary Materials).

### 2.10. Sporulation Assay

The sporulation assay was based on methods published in previous literature with some modifications according to the experimental requirements [37]. The samples were collected under the same conditions as described for the RNA isolation and serially diluted with sterile physiological saline. The collected cultures were well resuspended, centrifuged at 4500 rpm for 5 min, and then the supernatant was discarded. The harvested samples were washed with 500 μL physiological saline, and finally resuspended in physiological saline. The resuspended samples were subsequently subjected to mild sonication (20% amplitude, 1 s on, 1 s off for 5 s total) to liberate bacterial cells from the matrix. A 10 μL sub-sample of each cell sample was incubated for 20 min at 80 °C (heat-resistant) to kill vegetative cells. Then the samples were resuspended with 300 μL physiological saline, which was plated on LB agar plates and incubated for 12 h at 37 °C. The number of spores produced was determined as the number of colonies grown on the LB agar plates, for each sample. Meanwhile, 10 μL of each cell sample was directly resuspended with 300 μL physiological saline and were diluted (10,000 times) for plating. These samples were used as a control for the high-temperature treated samples.

### 2.11. Extraction of Extracellular Polysaccharide (EPS)

Colonies of the WT NCIB 3610 strain grown in the MSgg agar plates were crushed and transferred into a triangular flask. Sterile water was added to the flask for dissolution of the colonies, followed by incubation at 50 °C for 1.5–2 h, for extraction of the EPS. Then, the incubated mixture was centrifuged at 8000× *g* for 15 min, and the supernatant of the extract was collected. Next, 30% alcohol was added to the supernatant, which was subsequently precipitated at 4 °C for overnight. The supernatant was collected via centrifugation and further precipitated at 4 °C overnight, by adding 70% alcohol. The precipitate obtained was the extracted EPS. The precooled EPS samples were freeze-dried by a vacuum freeze-drying device for 24 h. The final white powdery substance was *Bacillus* crude EPS, which was weighed and quantified.

## 3. Results

### 3.1. tmRNA Positively Affects Biofilm Formation in B. subtilis

To study the effect of tmRNA on *B. subtilis* physiology, the *ssrA* deletion mutant in the type strain NCIB 3610 was constructed by using the CRISPR-Cas9 system (Figure S1). The biofilm formation in the wild-type (WT) and the *ssrA* mutant (TM) was investigated. The results showed that there was not a significant difference in biofilm formation between WT and TM when the strains were grown in MSgg medium (Figure S2a). However, in LB medium, TM produced obviously less pellicles than WT. The WT strain could form intact biofilms in LBM, while the TM strain could not (Figure S2a). When LBMG was used, the phenotype appeared to be stronger: WT started forming pellicles after 24-h incubation, whereas TM formed very little; WT formed more matured biofilms with wrinkles after 48-h incubation, whereas the TM only formed smooth or even broken biofilms at the same point (Figure S2a and Figure 1a). Thus, the LBMG medium was selected to grow bacteria for the following experiments required to be performed in liquid medium. The biofilm formation of WT and TM was also tested using different media plates. WT could produce biofilms with more wrinkled structures than TM during growth in all tested media plates (Figure S2b). Given that the MSgg medium agar plates produced the largest differences in biofilm-formation phenotypes, this medium was used to grow strains for observation of biofilms on solid surfaces (Figure 1a and Figure S2b).

To further confirm the effect of tmRNA on biofilm formation, the complementary strain (CΔ*ssrA*) was constructed and the biofilm-production defect was largely restored in CΔ*ssrA* (Figure 1a and Figure S2c,d). Moreover, the biofilm architectures were analyzed using Confocal Laser Scanning Microscope (CLSM). Focusing on the sheets of cells attached to the surface, there were obviously a larger number of cells observed for WT than that for TM (Figure 1b). The reconstructed images and 3D models of the confocal series showed that the biofilms produced by TM were much weaker and contained less protruded structures than those produced by WT (Figure 1b). The phenotypes in the surface-attached cells and biofilm formation observed for CΔ*ssrA* resembled those of WT (Figure 1b). Furthermore, the thickness and biovolume of biofilms formed by the strains described above was quantified. The average thicknesses of biofilms produced by WT, TM, and CΔ*ssrA* were 101 μm, 60 μm, and 104 μm, respectively. The average biovolume calculated for WT, TM, and CΔ*ssrA* were 4.834 × 10^3^ μm^3^, 2.478 × 10^3^ μm^3^, and 4.875 × 10^3^ μm^3^, respectively (Figure 1c). All these results suggest that tmRNA plays an important role in biofilm initiation and maturation in *B. subtilis*.

### 3.2. Isolation of a Suppressor of ssrA That Cured the TM Biofilm-Formation Defect

In view of the association of biofilm formation with swarming motility in *B. subtilis* [38], in this study, the swarming motility in colonies of the WT strain showed obvious swarming zones, and yet colonies of the TM strain showed almost no swarming zones (Figure 2a). This result indicates that lacking tmRNA caused dramatically diminished swarming motility in *B. subtilis*. It is likely that certain factors involved in the tmRNA regulation of biofilm formation also affect swarming motility in *B. subtilis*.

It has been described that swarming suppressor mutants for low-motile *B. subtilis* strains can be isolated via prolonged incubation of the bacteria on soft agar plates [39]. Here, one of the strains obtained (designated as tm3MB (MB)) had a not only restored but reinforced biofilm-formation phenotype (Figure 2b and Figure S3). The biofilms of MB were much thicker than those of WT, the average thickness of biofilms was 153 μm (MB) and 101 μm (WT) and the average biovolume calculated was 6.185 × 10^3^ μm^3^ (MB) and 4.834 × 10^3^ μm^3^ (WT) (Figure 2b,c). All these results indicated that the suppressor mutant (MB) cured the TM biofilm-formation defect. However, what mutations led to the enhanced biofilm formation in MB and are there novel unknown factors involved in biofilm formation in *B. subtilis*? To answer these questions, more in-depth experiments are required.

### 3.3. Transcriptome Analysis among the WT, TM, and MB Strain

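RNA came from 3 strains of *B. subtilis* grown in LBMG for 36 h: the wild type (WT), the strain without *ssrA*, the gene of tmRNA (TM), and the suppressor strain that arose from it (MB). Each strain has 3 libraries, 9 in all, and the labels of the samples call the cells both biofilm and planktonic. The authors aligned the reads with Bowtie2, counted them per gene with HTSeq, and deposited FPKM for 4514 genes per library, on a scale in which a median of ratios between libraries had already been applied. Dividing each value by the value of 1 fragment gave whole numbers, within 0.01, for 98.1% of the genes with a known length, which shows how many fragments stand behind each FPKM. By that count, the median library held 3299381 fragments in WT, 3160944 in TM, and 3366763 in MB. Levels are given as mean FPKM ± SD (n = 3), and coordinates are those of the chromosome in build ASM608879v1. Fold changes were computed on log2(FPKM + 1), which understates the change of genes with few fragments. They were tested with limma in 1 fit over the 9 libraries for the 4419 genes with an FPKM of at least 1 in at least 3 libraries. A gene counts as a DEG at an adjusted p of at most 0.05 and a log2 fold change beyond 1 in either direction. Of 123 tests of gene lists fixed before the data were examined, 58 were called by limma's camera with its preset correlation of 0.01, and all 58 calls were lost when that correlation was estimated from the libraries. Some of the lists hold genes that the paper had picked on these same libraries. Nothing states that the replicates came from separate cultures, so the p-values measure only the spread between these libraries.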

To investigate whether the tmRNA mutation and suppressor mutation(s) in MB caused any altered gene expression in the parent strain, an RNAseq analysis of WT, TM, and MB was performed. The quality of the RNA samples is shown in Figure S4. 

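*ssrA* itself stood at 146000 ± 18000 FPKM in WT (n = 3), from 131990 to 167647 fragments per library. TM held 0, 8, and 7 fragments of it and MB 0, 1, and 1, so the deleted gene is absent from both derived strains at 3445930 to 3446292. Its neighbour *smpB*, which encodes the protein partner of tmRNA, rose from 292 ± 14.2 in WT to 653 ± 1.74 FPKM in TM (log2 fold change 1.16, SE 0.08). *secG*, a subunit of the protein translocase, rose from 332 ± 67.7 to 2040 ± 328 (2.62, SE 0.19). The chaperone genes *groES* and *grpE* rose from 453 ± 43.9 to 3210 ± 178 and from 196 ± 19.2 to 1200 ± 40.5, while the protease subunit gene *clpC* fell from 1450 ± 59.6 to 470 ± 101. The adjusted p was 3.33e-07 for *smpB*, 3.62e-07 for *secG*, and 8.08e-10 for *groES* (limma). Of 15 heat shock and protein quality control genes, 5 were higher, 3 lower, and 7 not called, the same adjusted over the list alone, and the list was not called (0.654 by limma's camera). The *smpB* call ended when limma tested against a 2-fold change. In all, 1747 genes differed between TM and WT, which is 39.5% of the 4419 tested and 38.7% of the genes in the files.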

The results show that nearly 40% of the genes across the genome were differentially expressed in TM, compared with WT (Figure 3a), suggesting a major role of tmRNA in genetic regulation in *B. subtilis*. Furthermore, compared with TM, there are 1537 genes which had altered expression in MB (Figure 4a), indicating that the spontaneous suppressor mutation(s) in MB resulted in great reprogramming of gene expression in TM. Out of these 1537 genes, there are 1234 whose expression was also altered when comparing TM with WT, suggesting that most of the gene-expression differences found in MB were tmRNA related (Figure S5). In addition, 178 genes were found differentially expressed in all the three comparisons (Figure S5). 

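The chaperone genes *groES* and *grpE* went down again in MB, *groES* to 390 ± 10.5 FPKM (n = 3; log2 fold change against TM −3.04, SE 0.09) and *grpE* to 283 ± 11.4 (−2.07, SE 0.09). *smpB* fell to 221 ± 15.6 (−1.56, SE 0.08). *atpB*, which encodes a subunit of the ATP synthase, fell from 2510 ± 489 in TM to 601 ± 19.4 in MB (−2.04, SE 0.13), and *sdhC*, which encodes a subunit of succinate dehydrogenase, fell from 515 ± 38.3 to 146 ± 3.12 (−1.81, SE 0.10). In the other direction, *cydB*, which encodes a subunit of the cytochrome bd oxidase, rose from 6.81 ± 1.7 to 58.9 ± 8.27 (2.95, SE 0.17). The adjusted p was 6.45e-10 for *groES*, 2.05e-07 for *atpB*, and 1.01e-07 for *cydB* (limma). In the list of heat shock and protein quality control, 3 genes were lower in MB than in TM, 1 higher, and 11 not called, the same adjusted over the list alone (camera 0.331 by limma). Together 1518 genes differed between MB and TM, 34.4% of those tested.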

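Of the DEGs between MB and TM, 1217 (80.2%) were also DEGs between TM and WT, and 1213 of these moved in opposite directions. The 4 that moved the same way, named after their values were seen, were *mdtP*, *liaI*, *racX*, and *pbpE*. Their levels fell from 481 ± 34.9 to 189 ± 13.7 to 75.4 ± 17.1 FPKM for the drug exporter gene *mdtP* (WT, TM, MB; n = 3), and from 793 ± 82.9 to 341 ± 53.1 to 121 ± 14.9 for *liaI*, which responds to cell envelope stress. For the amino acid racemase gene *racX* they fell from 875 ± 50 to 340 ± 75.4 to 151 ± 18.6, and for *pbpE*, which encodes a penicillin-binding protein, from 674 ± 37.5 to 312 ± 39.1 to 113 ± 5.02. Among genes lower in TM, 765 (78.5%) were higher in MB than in TM, where independent lists would share 207.8. Among genes higher in TM, 448 (58%) were lower in MB than in TM, against 100.6 for independent lists. Both comparisons use the same 3 TM libraries, which cannot be split into parts of at least 2, so part of the excess may come from sharing them.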

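The genes that differed in all 3 comparisons number 174. *lrgA* and *lrgB*, which encode a pair of membrane proteins, rose from 7.06 ± 4.15 and 13.2 ± 1 FPKM in WT to 844 ± 195 and 825 ± 209 in TM and stood at 133 ± 55.9 and 231 ± 92.1 in MB (n = 3). *argG*, which encodes argininosuccinate synthase, fell from 2550 ± 319 in WT to 56.1 ± 2.06 in TM and came back only to 207 ± 54.2 in MB. *yktD* followed the same course at 4580 ± 160, 83.3 ± 18.2, and 324 ± 76.5. Between MB and WT the log2 fold changes were 4.14 for *lrgA* (SE 0.43, adjusted p = 3.29e-05 by limma), −3.64 for *argG* (SE 0.17, 2.2e-07), and −3.84 for *yktD* (SE 0.17, 2.14e-07). The test against a 2-fold change left 46 genes in all 3 comparisons.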

Further study of the differentially expressed genes (DEGs) found in TM and MB might provide us valuable information regarding the effect of tmRNA on *B. subtilis* physiology, especially biofilm formation.

#### 3.3.1. Gene-Expression Differences between TM and WT

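The genes that rose most in TM include *cspB*, which encodes the main cold shock protein, from 635 ± 225 in WT to 17900 ± 4670 FPKM in TM (n = 3; log2 fold change 4.86, SE 0.29). The pyrimidine synthesis gene *pyrB* rose from 1.89 ± 0.375 to 104 ± 19.1 (5.18, SE 0.27), *yybN* from 100 ± 8.97 to 2880 ± 377 (4.83, SE 0.12), and *maeN*, a malate transporter gene, from 11.3 ± 2.17 to 275 ± 40.1 (4.49, SE 0.20). Those that fell most include *carA*, the first gene of arginine-specific carbamoyl phosphate synthesis, from 1620 ± 176 to 7.84 ± 4.1 (−7.64, SE 0.35). They also include *ntdB*, a kanosamine synthesis gene, from 1090 ± 8.48 to 5.56 ± 1.91 (−7.41, SE 0.18), and *prkA*, a kinase gene of sporulating cells, from 378 ± 86.3 to 1.28 ± 0.703 (−7.40, SE 0.25). The adjusted p was 7.74e-08 for *cspB*, 1.6e-10 for *yybN*, and 9.74e-09 for *carA* (limma). By direction, 773 genes were higher and 974 lower in TM, so that 44.2% of the DEGs were higher. That share depends on the scaling: it was 57.3% with library totals, which move the median log2 fold change of all genes from −0.06 to 0.22, and 54.4% with quantile normalization, which moves it to 0.16.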

There were 756 genes up-regulated and 992 genes down-regulated with a fold change of two or more comparing TM with WT (Figure 3a). These genes were classified into 20 major cellular processes based on the annotation of KEGG (Figure 3b), and further grouped into three major metabolic pathways related to biofilm formation, including chemotaxis, flagellar assembly and quorum sensing (Figure 3c). Overall, the results showed that tmRNA mediated the expression of genes involved in many cellular processes with biosynthesis of secondary metabolites, microbial metabolism in diverse environments, and ABC transporters being the most mediated ones (Figure 3b). 

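Of 38 flagellar assembly genes, *flgB*, *fliZ*, *fliP*, *fliR*, *flhB*, and *flhA* rose in TM and the other 32 were not called. The export apparatus gene *flhB* rose from 21.5 ± 2.11 in WT to 64.8 ± 7.69 FPKM in TM (n = 3; log2 fold change 1.54, SE 0.15), and *flhA* from 30.7 ± 3.8 to 78 ± 2.83 (1.32, SE 0.17). The flagellin gene *hag* stood at 3410 ± 187 in WT and 3190 ± 574 in TM (−0.11, SE 0.13). Among 15 chemotaxis genes, *cheB*, which encodes the methylesterase that resets the receptors, was called, at 34.9 ± 5.57 and 75.3 ± 5.58 (1.10, SE 0.15), and 14 were not. By limma the adjusted p was 4.72e-06 for *flhB* and 4.68e-05 for *cheB*. The counts were the same adjusted over the list alone, and library totals gave 16 flagellar assembly genes higher. As a list, the flagellar assembly genes were higher (adjusted p = 0.00209 by limma's camera), but not with an estimated correlation (adjusted p = 0.49), and the chemotaxis genes were not called (0.684). The *cheB* call ended without replicate 1 of WT (1.00) and against a 2-fold change. Against a 2-fold change 2 of the 6 flagellar assembly calls were kept, and those of *fliZ*, *fliP*, and *flhA* were among the ones that ended.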

Surprisingly, the expression of known genes required for chemotaxis and flagellar assembly was either not altered or even increased in TM (Figure 3c), indicating that tmRNA affected *B. subtilis* swarming motility and biofilm formation without repressing the transcription of flagellar genes or through flagellar-independent mechanism(s). Moreover, tmRNA could either positively or negatively regulate the expression of some genes involved in quorum sensing (Figure 3b,c). 

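Quorum sensing genes went both ways in TM: 7 of 28 were higher, 9 lower, and 12 not called, with the same counts adjusted over the list alone. The pheromone gene *comX* rose from 22 ± 3.13 in WT to 101 ± 21.5 FPKM in TM (n = 3; log2 fold change 2.14, SE 0.22). The phosphatase gene *rapK* rose from 31.6 ± 3.62 to 140 ± 18 (2.11, SE 0.15). The oligopeptide permease, which imports signalling peptides, was lower in each of *oppA*, *oppB*, *oppC*, *oppD*, and *oppF*, with *oppF* falling from 1150 ± 14.4 to 180 ± 21.4 (−2.68, SE 0.10) and *oppA* from 2180 ± 20.2 to 817 ± 45.4 (−1.42, SE 0.08). *rapH* fell from 430 ± 21.1 to 121 ± 4.68 and its inhibitory peptide gene *phrH* from 99.4 ± 10.9 to 22.1 ± 2.87. The adjusted p was 5.9e-06 for *comX* and 1.76e-09 for *oppF* (limma), and the list as a whole was not called by camera (0.923).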

According to the DEGs, tmRNA regulated the transcription of genes encoding for known factors controlling biofilm formation in a highly unusual way (Figure 3d). For instance, tmRNA could not only repress the transcription of some known activators, such as SigX, Abh, EpsA, and EpsE, but also some repressors, such as AbrB, of *B. subtilis* biofilm formation (Figure 3d). In addition, tmRNA was required for the expression of *comER*, the product of which is an activator for both biofilm formation and sporulation in *B. subtilis* (Figure 3d). 

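*sigX*, which encodes an extracytoplasmic sigma factor, rose from 49.7 ± 4 in WT to 299 ± 21.5 FPKM in TM (n = 3; log2 fold change 2.57, SE 0.11, adjusted p = 5.04e-09 by limma). *abrB*, which encodes the transition state regulator that holds back matrix genes, rose by 2.81 (SE 0.12, 5.16e-09). The exopolysaccharide genes *epsA* and *epsE* rose by 1.79 (SE 0.30, 0.000312) and 1.69 (SE 0.25, 0.000125). Also higher in TM were the kinase gene *kinC* from 18.3 ± 3.2 to 90.5 ± 11, the phosphotransferase gene *spo0B* from 46.8 ± 3.66 to 139 ± 2.85, and *slrA*, an antagonist of SinR, from 141 ± 11.8 to 795 ± 107. Of 27 biofilm regulators, 14 were higher, 1 lower, and 12 not called, the same counts as adjusted over the list alone. The list was higher by limma's camera (adjusted p = 0.00479), but not with an estimated correlation (adjusted p = 0.398). Part of this list was taken from the paper's figures of biofilm genes found as DEGs in these same libraries. Its count and its list test are therefore not independent evidence. The *epsA* call ended against a 2-fold change, and *abh* could not be matched to an identifier and was not analysed here.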

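*comER* stood at 51.6 ± 14.4 FPKM in WT and at 2.51 ± 0.617 in TM (n = 3), a log2 fold change of −3.88 (SE 0.23, adjusted p = 6.63e-08 by limma). It lies at 2636441 to 2637262, beside the late competence genes, and its product acts upstream of Spo0A. In MB it was back at 43.6 ± 1.82 FPKM, 3.68 above TM (SE 0.23, 1.53e-07) and −0.20 from WT (SE 0.23, 0.536). The gene of Spo0A itself stood lower in TM, at 250 ± 15.8 against 463 ± 9.14 in WT, and *spo0A* was not called at −0.89 (SE 0.08).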

All these data suggest that tmRNA functions as an important regulator controlling many cellular processes in *B. subtills*, possibly via a highly complex network.

Among these DEGs, the genes whose expression was greatly affected (top 20) by tmRNA were analyzed (Tables S3 and S4). The genes with an expression pattern that was either consistent with or opposite to the pattern of biofilm formation in WT, TM, and MB were focused on. For instance, the expression of gene *ytcB* and *acoA* was decreased in TM and yet elevated in MB, compared with the WT (Table S4), which was regulated in a similar manner as that found for biofilm formation. These data suggested that AcoA and YtcB are potential intermediate activators within the tmRNA regulatory cascade(s) of biofilm formation in *B. subtilis*. It has been described that during biofilm development, the acetoin utilization genes (*acoABCL* operon) expression was among the most significant upregulation [40]. In addition, *acoA* and *acoB* can be coregulated by interconnected webs of transcriptional factors, including Fnr, AcoR, SigL, and CcpA [41]. On the other hand, the product of ytcB is a putative UDP-glucose epimerase, which is expressed late during sporulation in the mother cell, and its expression can be inhibited by GerE and σ^K^ [42]. These results indicated the tmRNA has effects on acetoin metabolism and UDP-glucose modification, the study of which might provide important information elucidating the mechanism(s) for the tmRNA regulation of biofilm formation in *B. subtilis*.

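*acoA*, which encodes a subunit of the acetoin dehydrogenase, stood at 593 ± 150 FPKM in WT, 3.6 ± 0.745 in TM, and 6360 ± 533 in MB (n = 3), at 878600 to 879601. *ytcB*, which encodes an epimerase-like protein at 3152237 to 3153187, stood at 10.2 ± 1.91 in WT and 21.3 ± 0.939 in MB and is listed at 0 in all TM libraries, so no fold change against TM is given. The other dehydrogenase genes fell with *acoA* in TM, *acoB* from 347 ± 96.6 to 0.745 ± 0.359 (4, 2, and 2 fragments) and *acoC* from 376 ± 101 to 2.39 ± 1.42, while their activator gene *acoR* stood at 22.2 ± 1.94 and 15.8 ± 1.85. The log2 fold change of *acoA* was −6.99 in TM against WT (SE 0.18, adjusted p = 1.77e-10 by limma) and 3.45 in MB against WT (SE 0.18, 3.2e-07). For *ytcB*, MB exceeded WT by 1.01 (SE 0.26, 0.0113). In TM, 4 of 5 acetoin utilisation genes were lower and 1 was not called, the same adjusted over the list alone (camera adjusted p = 0.00181), and the call was lost with an estimated correlation (adjusted p = 0.385). In MB against WT, 2 of the 5, *acoA* and *acoL*, were higher and 3 were not called. The paper chose these genes on the same libraries, so the list is not independent evidence. The *ytcB* call between MB and WT ended without replicate 1 of WT (0.86), without replicate 2 of MB (0.98), against a 2-fold change, with a pseudocount of 0.1, and with a pseudocount of 5 (0.80).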

#### 3.3.2. Gene-Expression Differences between MB and TM

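*aprE*, which encodes the main extracellular protease, rose from 9.76 ± 4.98 FPKM in TM to 1880 ± 428 in MB (n = 3; log2 fold change 7.53, SE 0.31). The spore crust genes *cotZ* and *cotY* rose from 3.72 ± 1.62 to 865 ± 171 (7.56, SE 0.24) and from 6.52 ± 2 to 973 ± 125 (7.05, SE 0.19). *maeN*, a malate transporter gene, fell back to 11.9 ± 3.08 (−4.44, SE 0.20). The pyrimidine synthesis gene *pyrF* fell from 199 ± 6.24 to 11.6 ± 3.56 (−4.02, SE 0.19), and *pyrK* of the same operon from 289 ± 13.6 to 22.8 ± 3.21 (−3.62, SE 0.19). By limma the adjusted p was 6.21e-09 for *aprE*, 1.01e-09 for *cotZ*, and 1.57e-08 for *maeN*. There were 943 genes higher and 575 lower in MB than in TM, so 62.1% of the DEGs were higher. With quantile normalization, which moves the median log2 fold change of all genes from 0.04 to −0.15, that share was 47.5%.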

Comparing MB with TM, there were 974 genes up-regulated whereas 563 genes were down-regulated with a fold change of two or more (Figure 4a). In addition, these genes were classified into 20 major cellular processes based on the annotation of KEGG (Figure 4b), and further grouped into three major metabolic pathways related to biofilm formation (Figure 4c). These data showed that compared with TM, the most affected cellular processes in MB were the biosynthesis of secondary metabolites, microbial metabolism in diverse environments, and ABC transporters, which was the same as that found in the comparison between TM and WT (Figure 4b). In addition, the distribution of up-regulated and down-regulated genes in the shown bioprocesses comparing MB with TM was almost opposite to that in the TM with WT comparison (Figure 3b and Figure 4b), suggesting that the gene-expression difference caused by tmRNA could be largely restored via the suppressor mutation(s) in the MB strain. 

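Many sporulation and acetoin genes stood lowest in TM and came back in MB, and most pyrimidine synthesis genes stood highest in TM and went down in MB. *spoIVA*, which encodes a protein of the spore coat base, stood at 1030 ± 212 FPKM in WT, 4.49 ± 0.598 in TM, and 476 ± 75.9 in MB (n = 3). *acoB* came back to 611 ± 95.9 FPKM in MB, and *pyrC* stood at 6.98 ± 1.41, 214 ± 27.6, and 25.9 ± 7.42. The adjusted p for MB against TM was 2.34e-10 for *spoIVA* and 3.85e-07 for *pyrC* (limma). Of 11 pyrimidine synthesis genes 9 were higher in TM than in WT and 8 were lower in MB than in TM, the same adjusted over the list alone. Limma's camera gave adjusted p = 4.39e-05 and 0.000534. Both list calls were lost with an estimated correlation (adjusted p = 0.305 and 0.323). From the nearly opposite distribution of the DEGs over bioprocesses in the 2 comparisons, the paper proposes that the suppressor mutation or mutations largely restore the expression that the loss of tmRNA changes. Over the tested genes, the log2 fold changes of the 2 comparisons correlate at −0.88 (Spearman −0.86). The 3 TM libraries enter both comparisons, and sharing them alone gave −0.50 in simulations of strains without differences. The simulated covariance was −0.053 against −2.13 in the libraries, a difference of −2.08.

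**Figure D1:**
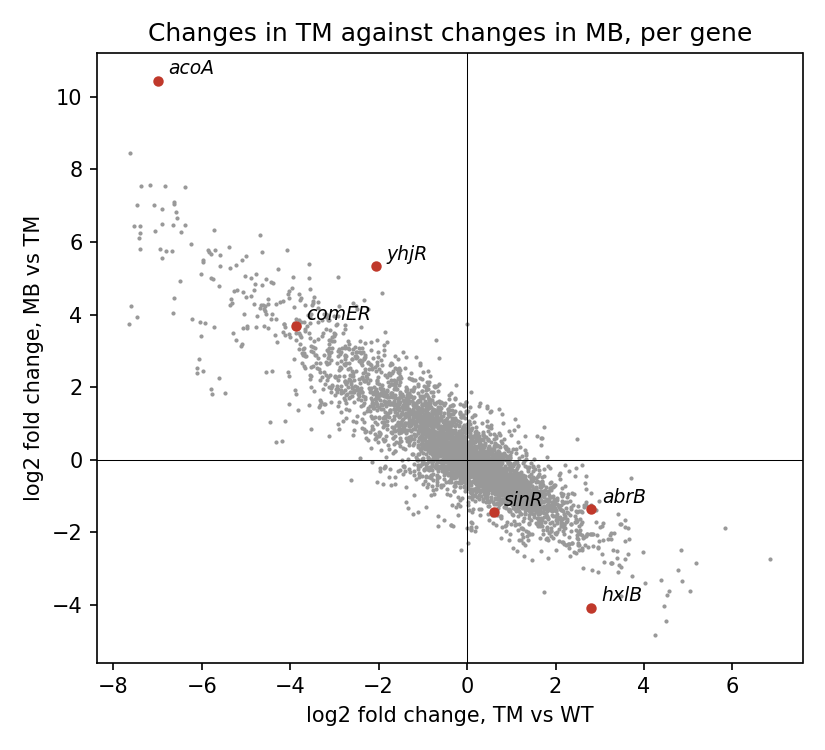
Log2 fold change of each tested gene in TM against WT (horizontal) and in MB against TM (vertical), with *acoA*, *yhjR*, *hxlB*, *comER*, *sinR*, and *abrB* marked. *ssrA*, deleted in both derived strains, is left out.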

Still, the DEGs involved in metabolisms of chemotaxis, flagellar biosynthesis, quorum sensing, and biofilm formation did not provide us sufficient information to unveil the mechanisms underneath the physiological phenotypes found in MB and TM (Figure 4c,d).

We also analyzed the most up-regulated genes (Table S5) and down-regulated genes (Table S6) in the MB with TM comparison. The data showed that all the genes up-regulated in TM, compared with WT, were down-regulated in MB, compared with TM, and vice versa (Tables S5 and S6). This result further confirmed the tight connection between tmRNA and the suppressor mutation(s) in MB. Moreover, the genes of *acoA*, *ytcB*, *acoL*, *gerPA*, *yngJ*, and *ydgA* were down-regulated in TM and yet overexpressed in MB, compared with WT, the expression pattern of which resembled the biofilm-formation pattern observed in these three strains (Table S5). In contrast, *hxlB* and *rocA* were expressed totally in a reverse manner, in WT, TM, and MB (Table S6). Among these genes, *acoA* and *ytcB* have been described above, and *acoL* belongs to the *acoABCL* operon. *gerPA* encodes a germination protein GerPA, and this gene is expressed during sporulation in the mother cell. 

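The 10 genes highest in TM relative to WT were all lower in MB than in TM. They include *lrgB*, lower by −1.89 (SE 0.28), *yybN*, lower by −2.49 (SE 0.12), and the cold shock gene *cspB*, lower by −3.33 (SE 0.29). Of the 10 genes lowest in TM, 9 were higher in MB than in TM, and the other is *ssrA*, deleted in both. They include *cotG*, which encodes an outer spore coat protein, at 436 ± 64.6, 1.32 ± 0.803, and 43.4 ± 19.4 FPKM in WT, TM, and MB (n = 3), and *sspB*, which encodes a spore DNA-binding protein, at 1680 ± 131, 8.71 ± 2.49, and 1220 ± 166. The 10 genes highest and the 10 lowest in MB relative to TM all had the opposite sign in TM relative to WT. *sgpA* rose from 1.18 ± 1.63 in TM to 234 ± 28.7 in MB, after 245 ± 36 in WT. The adjusted p for MB against TM was 0.000133 for *lrgB*, 8.14e-07 for *cotG*, and 2.34e-10 for *sspB* (limma). These genes were picked for their extreme values in TM, whose libraries enter both comparisons, and such genes tend to move back.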

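*acoL*, which encodes the lipoamide dehydrogenase of the acetoin system, stood at 346 ± 77 FPKM in WT, 3.09 ± 0.312 in TM, and 750 ± 149 in MB (n = 3). *gerPA*, which encodes a protein of spore permeability to germinants, stood at 20.8 ± 1.8 in WT and 71.5 ± 17.6 in MB, with 0, 0, and 1 fragments in the TM libraries. *ydgA*, which encodes a spore surface protein, stood at 10.9 ± 2.19 in WT and 25.9 ± 7.87 in MB and is listed at 0 in all TM libraries. *acoA* was 10.44 (log2) above TM in MB (SE 0.18). In MB against WT the log2 fold change was 1.12 for *acoL* (SE 0.18, adjusted p = 0.000708 by limma), 1.71 for *gerPA* (SE 0.32, 0.00162), and 1.16 for *ydgA* (SE 0.29, 0.00968). The call ended for *acoL* without replicate 1 of WT (0.92) or 2 of MB (0.97), and for *ydgA* without replicate 3 of MB (0.93) or with a pseudocount of 5 (0.94). All 3 calls ended against a 2-fold change, and those of *gerPA* and *ydgA* also with a pseudocount of 0.1. The paper chose these genes on the same libraries, so they are not independent evidence, and *yngJ* could not be matched to an identifier.

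**Figure D2:**
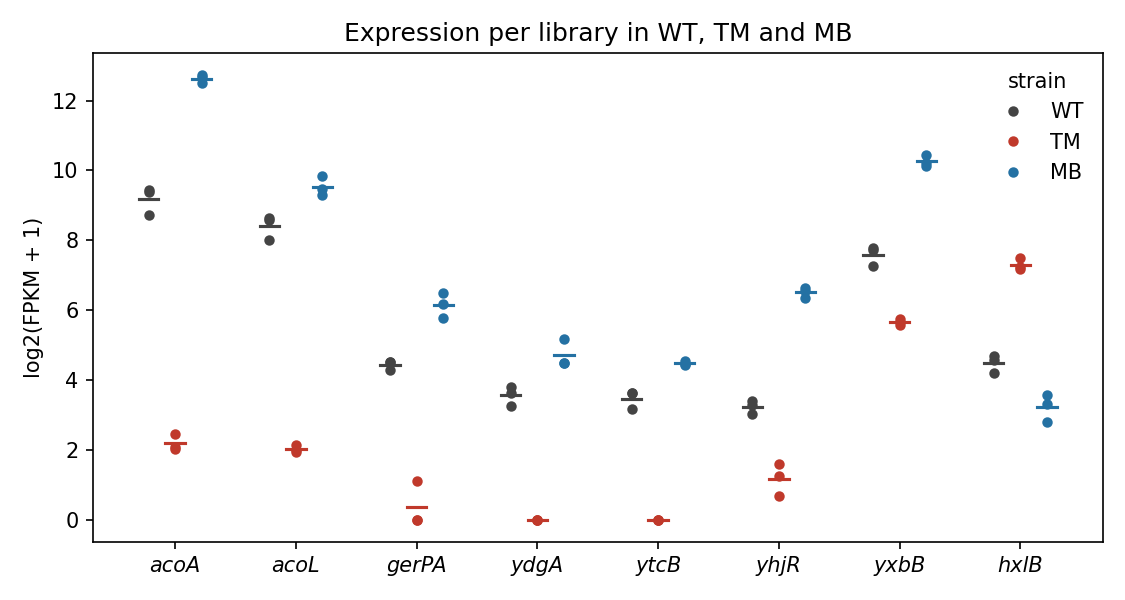
Log2(FPKM + 1) of *acoA*, *acoL*, *gerPA*, *ydgA*, *ytcB*, *yhjR*, *yxbB*, and *hxlB* in each library of WT, TM, and MB, with a bar at the mean.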

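*hxlB*, which encodes an isomerase of the ribulose monophosphate pathway, stood at 21.7 ± 3.84 FPKM in WT, 157 ± 18.9 in TM, and 8.59 ± 2.55 in MB (n = 3), at 374202 to 374759. *hxlA*, the next gene and partner enzyme, rose from 13.3 ± 2.19 to 271 ± 25.5 and fell back to 8.68 ± 1.32. In log2 the changes of *hxlB* were 2.81 in TM against WT (SE 0.22, adjusted p = 5.45e-07 by limma), −4.07 in MB against TM (SE 0.22, 4.71e-08), and −1.26 in MB against WT (SE 0.22, 0.000956). Of the genes of arginine breakdown, *rocB* and *rocD* took the same course: *rocB* stood at 76.8 ± 3.17, 215 ± 7.03, and 30.6 ± 2.38, and *rocD*, the ornithine aminotransferase gene, at 457 ± 39.1, 1120 ± 31.8, and 177 ± 12.9. EJJ34_20570, 1 of 2 genes named *pruA* in the gene table, lies between *rocB* and *rocG* and stood at 259 ± 44.6, 862 ± 27.8, and 67.7 ± 4.97. Of 9 listed genes of arginine and proline breakdown, 4 were higher and 2 lower in TM than in WT, the same adjusted over the list alone, and the list was not called there (0.27 by limma's camera). The symbol *rocA* is not in the gene table, and no gene was taken for it. The *hxlB* call between MB and WT ended against a 2-fold change, as did that of *rocB*, and *hxlB* came to −0.98 with a pseudocount of 5.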

Expression of the σ^K^-dependent *gerP* operon is repressed by GerE [43,44]. The yngJ gene is located in the *yngJIHGFE* gene cluster in *B. subtilis*, which is expressed during sporulation in the mother cell. According to the profiling based on Swiss-Prot, YngJ is a homologue of acyl-CoA dehydrogenase [45]. The *ydgA* gene encodes a conserved hypothetical protein, and the expression of this gene is regulated by σ^K^ [46]. In addition to AcoA and YtcB, AcoL, GerPA, YngJ, and YdgA could be potential activators of biofilm formation, involved in the regulatory cascade(s) of tmRNA. On the other hand, gene products of *hxlB* and *rocA* are also noteworthy because they could be potential repressors of biofilm formation within the tmRNA regulatory web. HxlB is a 6-phospho-3-hexuloisomerase involved in the ribulose monophosphate pathway in *B. subtilis* [47]. RocA is a L-glutamate gamma-semialdehyde dehydrogenase involved in proline metabolism [48]. Clearly, all these results provided us more information about how tmRNA might affect *B. subtilis* physiology.

#### 3.3.3. Gene-Expression Differences between MB and WT

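The genes most above WT in MB include *ywcE*, which encodes a membrane protein of spore formation and germination, at 4.8 ± 0.757 FPKM in WT and 39 ± 23.8 in MB (n = 3; log2 fold change 2.63, SE 0.37). *sdpR*, which encodes the repressor of the delay protein's immunity operon, stood at 14.8 ± 6.52 and 65.6 ± 33.5 (2.06, SE 0.38). Among the genes most below WT in MB, besides the deleted *ssrA*, are several of arginine synthesis: *argJ* fell from 486 ± 27.4 to 30.8 ± 8.13 (−3.97, SE 0.20), *argC* from 242 ± 14.2 to 17 ± 6.06 (−3.82, SE 0.24), and *argB* from 498 ± 29.6 to 37.8 ± 8.65 (−3.71, SE 0.26). The adjusted p was 0.000262 for *ywcE*, 0.00143 for *sdpR*, and 2.37e-07 for *argJ* (limma), and the *sdpR* call ended against a 2-fold change. MB had 226 genes higher and 282 lower than WT, 508 in all (11.5% of those tested), so 44.5% of the DEGs were higher. With library totals, which move the median log2 fold change of all genes from 0.07 to 0.29, 412 genes were higher and the share was 67.9%.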

Comparing MB with WT, there were 179 genes up-regulated and 307 genes down-regulated with a fold change of two or more (Figure 5a). These genes were classified into 20 major cellular processes based on the annotation of KEGG (Figure 5b). Clearly, the number of DEGs found in this comparison was much smaller than that found in the other two comparisons described above (Figure 3a and Figure 4a). This might be because most of the gene-expression differences resulted from the tmRNA deletion were restored to a WT level in the MB strain. 

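*spoIIQ*, a forespore gene needed for engulfment, stood at 385 ± 74.2 FPKM in WT, 2.5 ± 1.56 in TM, and 384 ± 50 in MB (n = 3). *gerE*, the last regulator gene of the mother cell, stood at 1770 ± 442, 123 ± 10.2, and 1440 ± 404. *bcd* and *buk*, which break down branched-chain amino acids, fell from 791 ± 58.8 and 596 ± 52.5 to 31.9 ± 4.32 and 42.3 ± 2.66 in TM and stood at 581 ± 54 and 398 ± 33.5 in MB. MB differed from WT by 0.01 for *spoIIQ* (SE 0.32, adjusted p = 0.987 by limma), −0.31 for *gerE* (SE 0.21, 0.295), and −0.45 for *bcd* (SE 0.12, 0.0113), none of them called. Of the genes that differed between TM and WT, 1395 (79.9%) were not called between MB and WT. Over these DEGs the median absolute log2 fold change went from 1.81 in TM to 0.53 in MB. The share depends on the fold threshold: without one, 1598 of the 2931 genes that differed in TM were not called in MB against WT. A gene that is not called in MB is not thereby shown to be equal to WT.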

In fact, more than half of the DEGs shown in Figure 5 were also found in the comparison between TM and WT. Thus, the profiling results for the DEGs in the MB vs. WT comparison were similar to those found in the TM vs. WT comparison (Figure 3b and Figure 5b). 

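Branched-chain amino acid synthesis was low in both derived strains: *leuB* stood at 189 ± 4.28 FPKM in WT, 18.2 ± 2.63 in TM, and 52.9 ± 2.99 in MB (n = 3), and *ilvD* at 310 ± 24.1, 51.8 ± 3.86, and 92.2 ± 4.67. The lactate permease gene *lctP* stood at 51 ± 5.02, 4.46 ± 0.972, and 20 ± 3.8. The adjusted p for MB against WT was 1.86e-06 for *leuB*, 6.73e-07 for *ilvD*, and 0.000633 for *lctP* (limma), and the *lctP* call ended against a 2-fold change. Of the 11 branched-chain amino acid synthesis genes, 9 were lower in TM and 9 in MB, the same adjusted over the list alone. Limma's camera gave adjusted p = 0.0001 and 4.41e-08. Both list calls were lost with an estimated correlation (adjusted p = 0.398 and 0.323). Of the genes that differed between MB and WT, 352 (69.3%) also differed between TM and WT. Genes lower in both strains numbered 191 where independent lists would share 62.2, and genes higher in both numbered 124 against 39.5. The fold changes against WT correlate at 0.46 (Spearman 0.43), but the same WT libraries enter both. Sharing them gave 0.50 in simulations without differences, a value that arises however small the changes are. Setting 0.46 beside it therefore does not measure how much comes from sharing. The covariance, which carries the size of the changes, was 0.58 against a simulated 0.053. Part of the overlap may still come from the shared libraries.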

Notably, there are bioprocesses, such as ribosome metabolism, which seemed to be uniquely caused by the suppressor mutation(s) in MB rather than the tmRNA deletion (Figure 5b). 

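Some ribosomal protein genes were lower in MB than in WT, 12 of 51, and 39 were not called, the same adjusted over the list alone. *rplF*, *rplR*, *rpsE*, *rpmD*, and *rplO* lie in a row on the chromosome, and of these *rplR* stood at 7840 ± 305 FPKM in WT, 3750 ± 873 in TM, and 2660 ± 144 in MB (n = 3), and *rplO* at 7060 ± 166, 3090 ± 672, and 2450 ± 201. *rpmB*, elsewhere, stood at 3290 ± 625, 4940 ± 1110, and 1480 ± 329. The log2 fold change in MB against WT was −1.56 for *rplR* (SE 0.15, adjusted p = 1.66e-05 by limma), −1.53 for *rplO* (SE 0.14, 1.6e-05), and −1.15 for *rpmB* (SE 0.21, 0.00151). In TM, *rplF*, *rplR*, *rpsE*, *rpmD*, and *rplO* were already lower than in WT, by −1.09, −1.09, −1.01, −1.11, and −1.21, while *rpmE* and *rpsD* were higher (1.94 and 1.21). All 5 of the genes lower in TM were also lower in MB than in WT. Against TM directly, 7 of the 51 were lower in MB, 0 higher, and 44 not called, with a median of −0.45. Limma's camera called the list lower in that comparison (adjusted p = 1.04e-05), but not with an estimated correlation (adjusted p = 0.579). Against a 2-fold change 2 of those 7 were kept. By limma's camera the list was lower in MB (adjusted p = 1.85e-09), though not with an estimated correlation (adjusted p = 0.453), and was not called in TM (0.92). Without replicate 3 of TM, 2 genes were lower in TM. With library totals, 9 genes were lower in MB, and all 5 TM calls below WT ended, such as those of *rplO* (−0.91) and *rpmD* (−0.81). The median of the list in TM went from 0.00 to 0.30 with library totals. Against a 2-fold change those 5 TM calls and that of *rpsD* ended as well, and in MB 1 of the 12 was kept, that of *rplR*.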

Grouping the DEGs in the MB vs. WT comparison into biofilm-related metabolic pathways did not provide sufficiently precise information (Figure 5c). Yet, profiling of these DEGs based on known biofilm-formation genes showed that, in addition to *tapA*, the other two genes *sipW* and *tasA* included in the same operon were up-regulated in MB, which was not observed in the TM vs. WT comparison. 

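In MB against WT the log2 fold change was 1.16 for *tapA*, the anchor of the amyloid fibers (SE 0.27, adjusted p = 0.00615 by limma). It was 1.34 for *sipW*, the signal peptidase gene (SE 0.36, 0.0138), and 1.48 for *tasA*, the fiber gene (SE 0.19, 0.000142). In TM against WT, *tapA* rose by 1.36 (SE 0.27, 0.000964), while *sipW* at −0.68 (SE 0.36, 0.121) and *tasA* at −0.84 (SE 0.19, 0.00223) were not called. Of 18 matrix genes, 4 were higher in MB than in WT and 14 were not called, the same adjusted over the list alone, and camera did not call the list (0.136). *bslA*, which encodes the surface layer protein of the biofilm, stood at 2430 ± 213 FPKM in WT and 3200 ± 373 in MB (n = 3). The MB calls of all 3 operon genes, and the TM call of *tapA*, ended against a 2-fold change, and *tapA* came to 0.88 in MB with a pseudocount of 5. Without replicate 2 of TM, *sipW* (−1.17) and *tasA* (−1.01) were called lower in TM than in WT.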

Further study of this operon might provide information elucidating the mechanism of the over-produced biofilms in MB (Figure 2).

Again, we analyzed the most up-regulated genes (Table S7) and down-regulated genes (Table S8) in MB, compared with WT. We still focused on the genes with an expression pattern that was similar to *acoA* or *hxlB*, as described in the comparison between TM and MB. 

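*yhjR*, a spore coat protein gene, stood at 8.42 ± 1.2 FPKM in WT, 1.32 ± 0.717 in TM, and 90.6 ± 9.05 in MB (n = 3), at 1135298 to 1135735, with 2, 3, and 1 fragments in the TM libraries. *yxbB*, a putative methyltransferase gene of the *asnH* operon, stood at 194 ± 35.1, 49.7 ± 3.23, and 1230 ± 146, at 4092662 to 4093396. Its neighbours followed: *yxbA* stood at 75.1 ± 16.7, 8.96 ± 2.2, and 327 ± 72.5, and *yxaM* at 9.99 ± 1.31, 4.32 ± 1.79, and 13 ± 1.82. In log2, *yhjR* changed by −2.06 in TM against WT (SE 0.26, adjusted p = 2.83e-05 by limma) and by 3.28 in MB against WT (SE 0.26, 4.58e-06), and *yxbB* by −1.93 (SE 0.14, 3.33e-07) and 2.67 (SE 0.14, 2.92e-07). Of the 5 genes of the operon, *yxnB* and *asnH* had no match in the gene table. The 3 matched genes were all lower in TM, and 2 were higher in MB than in WT, the same adjusted over the list alone. Camera called these 3 genes for MB against WT (adjusted p = 0.018), not with an estimated correlation (adjusted p = 0.385), and not for TM (0.0643). The operon was listed because the paper picked *yxbB* on the same libraries, so it is not independent evidence. The TM change of *yhjR* shrank to −1.09 with a pseudocount of 5 and −1.07 with quantile normalization. That of *yxaM* was no longer called without replicate 2 of TM, with library totals (−0.84), with quantile normalization (−0.30), with a pseudocount of 5 (−0.70), or against a 2-fold change.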

Two more genes, *yhjR* and *yxbB*, possessed an *acoA*-similar expression pattern in strains of WT, TM, and MB. The gene *yhjR* encodes a spore coat protein with the function of protecting the spores, and its localization depends on SafA [49]. The *yxbB* gene encodes a putative S-adenosyl-L-methionine-dependent methyltransferase, whose function has not been studied, according to the information based on the SubtiWiki database [50]. Gene *yxbB* is located in the *asnH* operon comprising *yxbB*, *yxbA*, *yxnB*, *asnH*, and *yxaM*, which is induced dramatically during the transition from exponential to stationary phase when the cells are grown in rich sporulation medium [51]. These data suggest that YhjR and YxbB might also be intermediates of the tmRNA regulatory pathway(s) for biofilm formation in *B. subtilis*.

### 3.4. Elucidating the Roles of Known Biofilm-Formation Factors in the tmRNA Regulation of Biofilm in B. subtilis

Given that the extracellular matrix is an important structure for biofilm complexes, we extracted the EPS from WT, and added the obtained EPS into TM cultures. As shown in Figure 6, the biofilm-formation ability of TM was restored almost to the WT level, when 100 μg mL^−1^ EPS was added to the cultures. This result indicates that tmRNA affects biofilm formation through positively regulating EPS production in *B. subtilis*. The transcriptome results regarding EPS production were then checked precisely. Unfortunately, as described earlier for Figure 3d, the known EPS-related genes were regulated in an unclear manner. For instance, both the structure genes, such as *epsA* and *epsE*, and the repressor gene *abrB* were up-regulated in TM (Figure 3d and Table S9), which appeared to be paradoxical and not consistent with the biofilm-formation phenotypes we found here. 

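*epsA*, at the head of the exopolysaccharide operon, rose from 13.9 ± 1.54 FPKM in WT to 51.7 ± 15.6 in TM (n = 3), and *epsE*, whose product makes exopolysaccharide and also stops the flagellum, from 10.5 ± 2.92 to 36.3 ± 11.7. *epsB*, between them in the operon, went the other way, from 117 ± 16.2 to 69.1 ± 20.9 (log2 fold change −0.79, SE 0.19), and was not called. The repressor gene *abrB* rose from 793 ± 88.1 to 5580 ± 675, at 44439 to 44729. Of 18 matrix genes, 3 were higher in TM and 15 were not called, the same adjusted over the list alone. Camera did not call the list (adjusted p = 0.79 by limma), and its median turned from −0.08 to 0.21 with library totals. Without replicate 3 of TM, 5 matrix genes were higher in TM. The *epsA* call ended against a 2-fold change, and *epsB* was called lower when replicate 2 of TM was left out (−1.02).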

In MB, the *epsA* expression was restored to a WT level, whereas the *epsE* expression was not altered significantly, and the *epsB* expression was increased obviously, compared with TM (Table S9), which contributed nothing to explain the tmRNA effect on EPS production. Moreover, some other extracellular-matrix activator genes such as *tapA*, *sigX*, and *abh* were also up-regulated in TM (Figure 3d and Table S9), making the tmRNA regulatory network more complex. 

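Against TM, *epsA* fell by −1.5 in MB (SE 0.30, adjusted p = 0.00134 by limma), to 18.5 ± 9.13 FPKM (n = 3), which is 0.29 from WT (SE 0.30, 0.498). *epsE* stood at 25.3 ± 4.21 FPKM in MB, −0.47 from TM (SE 0.25, 0.131) and 1.22 above WT (SE 0.25, 0.00321). *epsB*, whose product is a tyrosine kinase of exopolysaccharide synthesis, rose by 1.31 against TM (SE 0.19, 9.84e-05), to 169 ± 17 FPKM. The 3 genes share an operon, and *epsE* was not called between TM and MB. The calls of *epsA* and *epsB* against TM and of *epsE* against WT ended against a 2-fold change, and *epsE* came to 0.98 above WT with a pseudocount of 5.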

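*tapA* rose from 7.56 ± 1.29 FPKM in WT to 21.8 ± 7.73 in TM (n = 3), at 2549712 to 2550473. *sigX*, at 2409855 to 2410439, went down to 86.3 ± 6.89 FPKM in MB, where it exceeded WT by 0.79 (SE 0.11, adjusted p = 0.000217 by limma) and was not called. *slrR*, whose product ties up SinR, rose from 3.51 ± 1.14 in WT to 11.9 ± 4.49 in TM (1.48, SE 0.35, 0.00273), from 3 to 6 fragments per WT library. *abh* had no match among the identifiers. The TM calls of *slrR* and *tapA* ended against a 2-fold change and that of *slrR* with a pseudocount of 5 (0.96), and *sigX* was called in MB with library totals (1.01).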

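*tasA*, which encodes the amyloid fiber protein of the matrix, stood at 416 ± 33.2 FPKM in WT, 240 ± 72.4 in TM, and 1160 ± 47.3 in MB (n = 3), at 2548307 to 2549092. *sipW*, which encodes the peptidase that processes it, stood at 29.4 ± 2.44, 20.8 ± 13.9, and 76.4 ± 11.7, at 2549156 to 2549728. *tapA* stood at 18 ± 1.67 in MB. Against TM, MB was higher by 2.31 for *tasA* (SE 0.19, adjusted p = 1.23e-06 by limma) and by 2.02 for *sipW* (SE 0.36, 0.000559), and differed by −0.20 for *tapA* (SE 0.27, 0.545). When replicate 2 of TM was left out, *sipW* and *tasA* were called lower in TM than in WT.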

Interestingly, the whole operon of *tapA-sipW-tasA* was overexpressed in MB, compared with WT, which was not observed when comparing TM with WT (Figure 5d and Table S9). Given that the *tapA-sipW-tasA* operon encodes the amyloid fiber of the extracellular matrix, it is worth investigating whether the over-produced biofilms were (partially) related to the overexpression of this operon in MB. However, this phenotype specifically found in MB is likely to be tmRNA-independent. All these data suggested that tmRNA might affect the known EPS-related genes at post-transcriptional levels or it controlled unknown pathway(s) producing the extracellular matrix in *B. subtilis*.

It is known that SinR represses the expression of matrix genes in *B. subtilis* [52]. 

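*sinR*, which encodes the main repressor of the matrix operons, stood at 636 ± 34 FPKM in WT, 963 ± 57.9 in TM, and 354 ± 48.4 in MB (n = 3), at 2547879 to 2548214. The fitted fold changes put *sinR* 51.6% above WT in TM and 44.5% below it in MB. In log2 the differences from WT were 0.60 (SE 0.11, adjusted p = 0.000514 by limma) and −0.85 (SE 0.11, 0.000142), both within the threshold of 1, and MB was lower than TM by −1.45 (SE 0.11, 6.58e-07). *sinI*, next to it, encodes the antagonist of SinR and stood at 11.9 ± 8.68, 67.6 ± 5.71, and 27.8 ± 1.61. It rose in TM by 2.80 (SE 0.54, 0.000814). In MB *sinI* exceeded WT by 1.55 (SE 0.54, 0.046), and that call ended under 12 alternatives, among them leaving out replicate 1 of WT (0.68).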

Here, the transcriptome results show that, compared with WT, expression of *sinR* was increased by approximately 50% in TM and decreased by approximately 45% in MB. which was consistent with the biofilm-formation pattern in these three strains. Subsequently, we deleted the *sinR* gene in TM to test whether the biofilm-formation phenotype could be restored. Unfortunately, our results show that the deletion of *sinR* did not rescue the biofilm defect in TM (Figure S6), suggesting the existence of other pathways involved in the tmRNA regulation of biofilm formation in *B. subtilis*.

### 3.5. Initial Characterization of the Unknown Pathways Involved in the tmRNA Regulation of Biofilm Formation in B. subtilis

To better understand how tmRNA functions in the complex regulatory network for biofilm formation in *B. subtilis*, the effects of several genes (*acoA*, *acoL*, *gerPA*, *ydgA*, *yhjR*, *yngJ*, *ytcB*, and *yxbB*) whose transcription was highly regulated by tmRNA were investigated. Here, all these genes are over-expressed in TM, but only overexpression of *acoA* and *yhjR* could cause restored phenotypes in biofilm formation in the TM strain (Figure 7a and Figure S7).

As shown in Figure 7a, the strain of TM/*acoA*^+^ possessed stronger biofilm formation in liquid cultures, and this phenotype was not obvious on agar plates. However, biofilms produced by the TM/*acoA*^+^ strain were still weaker than WT. The reconstruction of confocal images showed that the overexpressed *acoA* enabled TM to produce intact biofilms rather than broken biofilms (Figure 7a). In addition, the thickness and biomass of the TM/acoA^+^ pellicles were similar to that of the WT pellicles (Figure 7b). These data indicate that the overexpression of *acoA* could partially restore the biofilm formation in TM. To further verify the role of AcoA in biofilm formation, the *acoA* gene was deleted in WT and MB. It is found that when grown in the liquid medium, the Δ*acoA* mutants in both WT and MB showed weaker biofilm production than the parent strains, after incubation for 24 h. However, this phenotype was not observed for the Δ*acoA* mutants after incubation for 48 h (Figure S8a). These results suggest that the Δ*acoA* mutation could cause delayed biofilm formation in *B. subtilis* grown in the LBMG liquid medium. No obvious phenotypes in biofilm formation were found when the strains were grown on the MSgg agar plates (Figure S8b).

The overexpression of *yhjR* appeared to restore the biofilm production in TM more efficiently. As shown in Figure 7a, on the MSgg agar plate, the recovery of the biofilm formation in TM/*yhjR*^+^ was quite obvious, and in the LBMG liquid medium, the pellicles formed by strain TM/*yhjR*^+^ were comparable to those of the WT strain. The reconstruction of confocal images showed that the *yhjR* overexpression enabled TM to fully restore the biofilm formation (Figure 7a), and the thickness and biomass of the TM/*yhjR*^+^ pellicles were similar to that of the WT pellicles (Figure 7b). These data indicate that the overexpression of *yhjR* could largely complement the biofilm formation in TM. However, we failed to describe the biofilm-formation phenotypes in the *yhjR* mutants because different isolates, which were supposed to be genetically identical, of the *yhjR* mutant in WT showed various phenotypes in biofilm formation. More experiments are required to explain and resolve this problem in our future studies. In summary, all these data suggest that the tmRNA regulation of biofilm might involve pathways of acetoin metabolism (AcoA) and sporulation (YhjR) in *B. subtilis*. More experiments in the future are needed to explain the AcoA and YhjR functions in the same or independent regulatory cascade originated from tmRNA.

### 3.6. Sporulation in WT, TM, and TM Derivates

Given sporulation is highly related to biofilm formation in *B. subtilis* [53], sporulation assays with the strains of WT, TM, MB, TM/*acoA*^+^ and TM/*yhjR*^+^ were performed. As shown in Figure 8, TM produced dramatically fewer spores than WT, after high-temperature treatments at 80 °C. In contrast, MB produced more spores than WT after treatments at 80 °C (Figure 8). These phenotypes in sporulation were reminiscent of those in biofilm formation found in TM and MB, compared with WT. Moreover, we found that the overexpression of acoA could not restore the sporulation defect in TM, whereas the overexpression of yhjR could increase the sporulation in TM even to the MB level (Figure 8), which confirmed the physiological function of YhjR in sporulation. Our data indicated that YhjR might be a key factor connecting tmRNA and sporulation and might be used as a checkpoint for functional sporulation affecting the downstream bioprocesses such as biofilm formation in *B. subtilis*. 

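Most of the listed sporulation genes were lower in TM than in WT. *sigF* and *sigE*, the genes of the first compartment sigma factors, fell from 353 ± 40.3 and 27.5 ± 5.34 FPKM in WT to 70.1 ± 6.45 and 3.02 ± 1.03 in TM and stood at 322 ± 26.7 and 29.6 ± 1.36 in MB (n = 3). *safA*, which holds the coat layers together, fell from 762 ± 183 to 3.52 ± 0.965 and stood at 388 ± 68.2 in MB. The coat gene *spoVID* fell from 463 ± 79.8 to 6.17 ± 0.901 and stood at 250 ± 33.8, and the crust gene *cotX* from 1550 ± 211 to 10.6 ± 1.42, then 927 ± 211. Over the lists of initiation genes and of the 4 sigma factors, 126 of 156 genes were lower in TM and 3 higher (82.7% together), and 119 of those lower in TM were higher in MB than in TM. Of the 129, 111 were not called between MB and WT, 3 of the σK list were higher, and 15 were still lower, such as the late surface genes *cgeA* (330 ± 28 in WT and 73.6 ± 12.5 in MB) and *cgeB* (240 ± 16 and 39.5 ± 10.2). The counts in MB against WT depended on the processing. With library totals the σE genes lower in MB went from 6 to 2 and the σK genes higher from 3 to 7. Against a 2-fold change those lower went from 6 to 0 for σE, 1 to 0 for σG, and 8 to 4 for σK, and the 3 σK genes higher went to 0. By list, the genes lower in TM were 12 of 15 for σF, 38 of 42 for σE, 26 of 39 for σG, and 44 of 47 for σK, the same adjusted over the list alone. Camera gave adjusted p = 0.000426, 1.37e-10, 1.04e-05, and 1.57e-13 (limma), and all 4 calls were lost with an estimated correlation (adjusted p = 0.305, 0.323, 0.305, and 0.231).

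**Figure D3:**
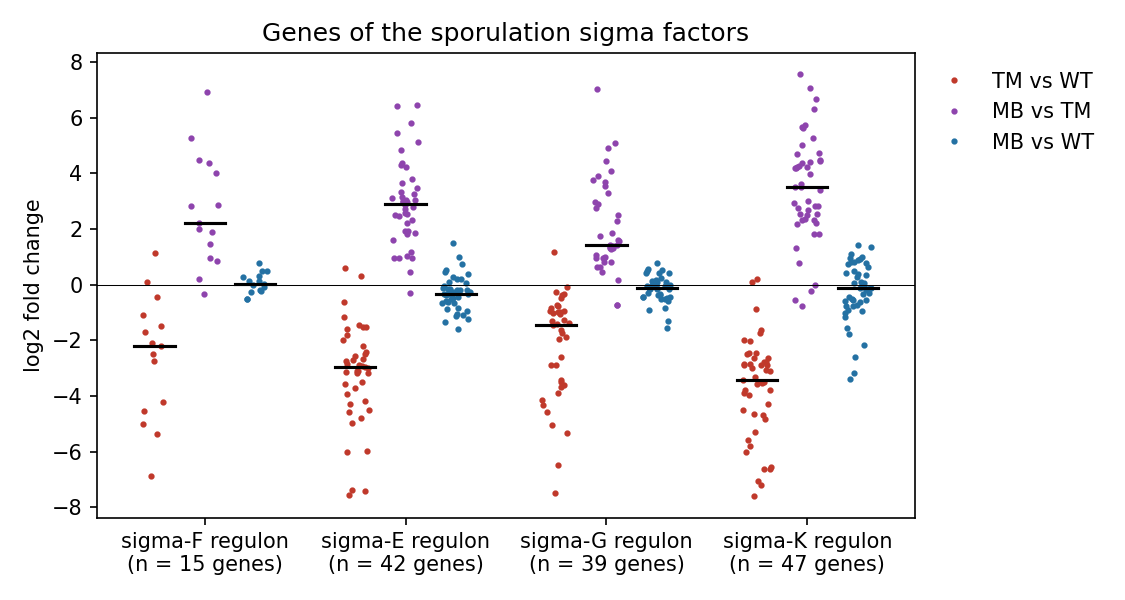
Log2 fold change of the genes of the σF (15), σE (42), σG (39), and σK (47) lists in TM against WT, MB against TM, and MB against WT. The black bar is the median of each list.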

The transcriptome data also supported the tight relationship between tmRNA and sporulation, given that most of the known sporulation-related genes were differentially expressed in TM compared with WT, and most of these DEGs showed restored expression in MB (Table S10). Obviously, studies in the molecular mechanism by which tmRNA mediates sporulation in *B. subtilis* will shed light on how tmRNA affects the physiology in this organism.

## 4. Discussion

In this study, we investigated the effect of tmRNA on biofilm formation in *B. subtilis*, which has not been described in *Bacillus* before. First, we constructed the *ssrA*-clean-deletion mutant (TM), using the CRISPR-Cas9 system in *B. subtilis* NCIB 3610. The results showed that TM produced remarkably less biofilms than WT (Figure 1), and showed a severe defect in swarming compared with WT (Figure 2a). We then isolated swarming suppressors of *ssrA* and found that one of these suppressors, tm3MB (MB), possessed not only a restored but even a reinforced biofilm-formation phenotype compared with WT (Figure S3 and Figure 2b,c). Thus, we considered the MB strain as a biofilm-formation suppressor of *ssrA* and performed various assays with these strains, to elucidate the possible mechanism(s) underlying the tmRNA regulation of biofilm formation in *B. subtilis*.

We analyzed the gene-expression differences among WT, TM, and MB by comparing the transcriptome-sequencing results of these strains. Compared with WT, a large number of genes were differentially expressed in TM, and the DEGs covers many cellular processes including biofilm-related ones (Figure 3). Compared with TM, the spontaneous suppressor mutation(s) in MB caused differential expression of many genes in this strain (Figure 4). 

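The kinase gene *kinC* stood at 28.6 ± 1.61 FPKM in MB and the SinR antagonist gene *slrA* at 247 ± 28.3 (n = 3), −1.62 and −1.68 (log2) from TM (SE 0.16 and 0.12), and neither was called against WT (0.63 and 0.80). *rapH*, a phosphatase gene of quorum sensing, stood at 366 ± 42.3 in MB, 1.59 above TM (SE 0.10), and was not called against WT (−0.24). The adjusted p for MB against TM was 4.26e-06 for *kinC*, 5.32e-07 for *slrA*, and 1.45e-07 for *rapH* (limma). *slrA* was called in MB against WT with library totals (1.03). Of the biofilm regulators called in TM, 12 of 15 were not called between MB and WT, and of the quorum sensing genes 11 of 16. Over all genes, 1043 of the 1747 DEGs of TM moved back as DEGs in MB and were then not called against WT. Another 315 still differed from WT in the same direction in MB, and 37 had passed WT to the other side.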

Most of the DEGs found in the TM vs. WT comparison had restored expression to the WT level in the MB strain, indicating that the suppressor mutation(s) in MB were highly related to tmRNA in *B. subtilis*. Compared with WT, MB possessed fewer DEGs than TM (Figure 5a), and most of the DEGs were the ones resulting from the tmRNA deletion (Figure 5b). However, there were DEGs that appeared to be MB-specific, such as the genes grouped into the ribosome metabolism and amyloid fiber biosynthesis (Figure 5b,d). 

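Of the 508 genes that differed between MB and WT, 156 were not called between TM and WT. Among them are *queD*, *queE*, and *queF*, 3 genes of queuosine precursor synthesis: *queD* stood at 83.3 ± 0.476 FPKM in WT, 75.7 ± 5.46 in TM, and 12.8 ± 1.28 in MB (n = 3), *queE* at 150 ± 17.4, 95.4 ± 13.7, and 26.1 ± 3.1, and *queF* at 388 ± 20.8, 312 ± 35.3, and 88.1 ± 5.59. *mrgA*, which encodes an iron-storing protein of oxidative stress, stood at 829 ± 124, 460 ± 193, and 178 ± 6.25, and the ribose transporter gene *rbsA* at 73.7 ± 19.9, 45.4 ± 3.12, and 15.1 ± 2.51. The purine synthesis genes *purD* and *purH* stood at 539 ± 28.7 and 403 ± 28.1 in WT, 622 ± 146 and 431 ± 79.7 in TM, and 158 ± 22.7 and 113 ± 12 in MB. For MB against WT the adjusted p was 2.2e-07 for *queD*, 3.23e-05 for *mrgA*, and 1.06e-05 for *purD* (limma). *queD*, *queE*, *queF*, *mrgA*, and *rbsA* were named after their values were seen. A gene called in MB and not in TM need not differ between the 2 strains. Compared directly with TM, 5 of the 16 purine synthesis genes were lower in MB, 0 higher, and 11 not called.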

Unfortunately, simply grouping the DEGs based on KEGG annotation and biofilm-related bioprocesses did not provide sufficiently precise information to target pathway(s) mediating the tmRNA regulation of biofilm formation. Thus, we focused on particular DEGs that were most regulated in the comparisons. Finally, two sets of DEGs with special expression patterns were found in WT, TM, and MB. The first set includes *acoA*, *acoL*, *gerPA*, *ydgA*, *yhjR*, *yngJ*, *ytcB*, and *yxbB*, whose expression is regulated in a similar manner by which biofilm formation is regulated based on the comparison of WT, TM, and MB (Tables S4, S5 and S7). The second set includes *hxlB* and *rocA*, whose expression is regulated in the opposite manner by which biofilm formation is regulated based on the comparison of WT, TM, and MB (Tables S3 and S6). These genes could be considered as potential intermediate activators and repressors of biofilm formation in the tmRNA regulatory cascade(s) in *B. subtilis*.

Furthermore, the roles of known biofilm-related factors EPS and SinR were tested. The results showed that addition of EPS could restore the biofilm formation in TM to a WT level (Figure 6), suggesting that tmRNA regulated biofilm formation by affecting EPS production. However, the genes involved in EPS or other extracellular matrix structures were regulated in an unclear manner that could not explain the phenotypes found for the biofilm formation and EPS production in TM, compared with WT (Table S9). This might be because the EPS-related genes were differentially expressed at post-transcriptional levels or that there were unknown tmRNA-controlled processes dedicated to EPS production in *B. subtilis*. In addition, our data showed that even the expression of *sinR* was slightly up-regulated in TM and down-regulated in MB, compared with WT. Knocking out the *sinR* gene in TM did not restore its biofilm-formation defect (Figure S6), which indicates that the tmRNA regulation of biofilm formation in *B. subtilis* is SinR-independent. Thus, studies seeking for novel pathways involved in the tmRNA regulatory network mediating biofilm formation are essential.

To elucidate the unknown factors connecting tmRNA and biofilm formation in *B. subtilis*, we tested the effects of several genes (*acoA*, *acoL*, *gerPA*, *ydgA*, *yhjR*, *yngJ*, *ytcB*, and *yxbB*) whose special expression pattern has been described above. The data show that overexpressing *acoA* could partially restore the biofilm defect in TM (Figure 7), and the *acoA* mutants showed delayed biofilm formation compared with the parent strains (Figure S8), confirming the role of AcoA in the tmRNA regulation of biofilm formation. Moreover, the overexpression of *yhjR* largely restored the biofilm-formation defect in TM (Figure 7), indicating its role in connecting tmRNA and biofilm formation in *B. subtilis*. The *acoABCL* operon encodes the acetoin dehydrogenase complex, and the *yhjR* gene encodes spore coat protein. Thus, tmRNA might control biofilm formation through different pathways including acetoin metabolism and sporulation. In fact, we observed that sporulation was obviously affected in TM and MB, compared with WT, in a similar manner to that observed for biofilm formation (Figure 8). The overexpression of *yhjR* caused greatly restored sporulation in TM (Figure 8), which further confirmed the role of YhjR in the tmRNA regulatory network. It is possible that YhjR was used as a checkpoint for successful sporulation which positively affected biofilm formation in *B. subtilis*. However, unveiling the full web comprising tmRNA, acetoin metabolism, sporulation, and biofilm formation definitely requires more investigation in our future studies.

Despite the initial findings for the molecular mechanism by which tmRNA regulates biofilm formation in *B. subtilis*, we are far from a clear understanding of the whole tmRNA regulatory network in this bacterium. To accomplish this, we can use the following strategies in the future studies: (1) Given that tmRNA catalyzes trans-translation that is dedicated to rescuing stalled ribosomes, it might affect the proteome more directly than the transcriptome in bacteria. Thus, we can investigate the proteome patterns in WT, TM, MB, and other TM derivates, which might provide us more precise information about the tmRNA regulation. (2) We have identified the suppressor mutations in MB, which were listed in Figure S9 and Table S11, and further analyses of these mutations are required because the existence of them restored the biofilm-formation defect resulting from the tmRNA deletion. In addition, isolation and characterization of more biofilm suppressors of *ssrA* could be useful. (3) We should continue investigating the transcriptome results obtained in this study, especially the DEGs with an expression pattern similar or opposite to that for *acoA* and *yhjR* in WT, TM, and MB (Figure S10), because these findings about the roles of AcoA and YhjR in the tmRNA effect on biofilm formation provided us insights into tmRNA and its regulation in *B. subtilis*. 

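In 29 genes MB stood above WT and WT above TM, with all 3 differences called, as for *acoA* and *yhjR*. Besides those the paper names, they include *fadH*, a gene of fatty acid breakdown (211 ± 5.83 FPKM in WT, 57.3 ± 3.15 in TM, 671 ± 69.4 in MB; n = 3), and *ysnF* (2720 ± 633, 1300 ± 304, 7820 ± 770). They also include the phosphatase gene *rapA* (1040 ± 174, 284 ± 18.6, 2330 ± 417) and *ydgB*, next to *ydgA* (23.6 ± 6.32, 3.12 ± 1.12, 80.8 ± 18.7). The reverse order held for 8 genes, among them *rocE*, an arginine permease gene (316 ± 38.8, 714 ± 11.6, 154 ± 8.56), and *mdtR*, a repressor gene of drug export (92.4 ± 18.8, 189 ± 14.5, 34.7 ± 8.97). The adjusted p for MB against WT was 6.14e-07 for *fadH*, 0.000138 for *rapA*, and 1.96e-05 for *rocE* (limma). Against a 2-fold change the 2 groups held 7 and 2 genes, and with library totals the first held 50. *fadH*, *ysnF*, *ydgB*, and *mdtR* were named after their values were seen.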

(4) It has been reported that some compounds, such as surfactin, bacillomycin D, and bacillaene, can promote biofilm formation in *B. subtilis* [54,55,56], and we found that there were some compound-related genes, such as the ones encoding sporulation killing factor, bacillaene, bacilysin, plipastatin, and CDPS, down-regulated in TM, compared with WT, and the expression of most of these genes was restored in MB to a WT level (Table S12 and Figure S11). These results indicate that the reduction of biofilm formation in TM might be related to compound production, but that the enhancement of biofilm formation in MB might not be related to compound production. Furthermore, we found that the deletion of *skfA* that encodes a sporulation killing factor caused impaired biofilm formation in WT and MB (Figure S12), which partially supported our hypothesis about the relationship between compound production and biofilm formation, which were both regulated by tmRNA. Thus, investigation of the functions of particular compounds in the tmRNA regulation of biofilm formation will also be a promising research direction.

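*skfA*, which encodes the sporulation killing factor, fell from 7030 ± 524 FPKM in WT to 120 ± 16.6 in TM and stood at 6720 ± 777 in MB (n = 3), and *sdpC*, the delay protein gene, from 8850 ± 260 to 1130 ± 159, then 5470 ± 276. The bacillaene synthase gene *pksR* fell from 128 ± 4.53 to 25.4 ± 3.11 and stood at 43.8 ± 5.42 in MB, still below WT, while *pksL* fell from 47.7 ± 5.89 to 21.5 ± 2.51 and stood at 48.9 ± 7.89. The bacilysin gene *bacC* stood at 254 ± 33.5, 22.1 ± 3.4, and 84.1 ± 0.48, and the plipastatin synthetase gene *ppsB* at 130 ± 8.82, 23.6 ± 1.22, and 68 ± 9.24. *cypX*, which acts after the cyclodipeptide synthase in pulcherriminic acid synthesis, stood at 2200 ± 76.3, 498 ± 46.8, and 1830 ± 305. The gene of that synthase, *yvmC*, could not be matched to an identifier. The adjusted p for TM against WT was 7.05e-11 for *skfA*, 6.99e-08 for *pksR*, and 3.22e-09 for *bacC* (limma). Other bacillaene genes rose in TM: *pksB* from 15.8 ± 3.56 to 78.4 ± 14.8, *pksD* from 27.6 ± 3.02 to 103 ± 21.6, and *pksI* from 8.45 ± 1.84 to 29.9 ± 7.44. In the 5 lists of these compounds 21 of 38 genes were lower in TM, 4 higher, and 13 not called. The counts were the same adjusted over each list alone, except that the pulcherriminic acid list, with 2 measured genes, was not adjusted so. Of the 21, 11 were not called between MB and WT, 9 were still lower, and 1, the killing factor gene *skfB*, was higher, at 355 ± 19 in WT and 1240 ± 73.3 in MB. Those not called number 5 of 6 for the killing factor and delay protein, 3 of 5 for bacillaene, and 2 of 3 for plipastatin, while for bacilysin 6 of 6 were still lower. The MB call of *pksR* held under every alternative. The bacillaene genes lower in MB than in WT went from 2 to 1 with library totals, with a pseudocount of 5, and against a 2-fold change. The call of the 1 plipastatin gene lower in MB also ended against a 2-fold change.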

## 5. Conclusions

In conclusion, we demonstrated that the tmRNA deletion caused a biofilm-formation defect in *B. subtills* NCIB 3610. We successfully isolated a biofilm suppressor of *ssrA*, designated as MB, that could form thicker and more complex biofilms even than the WT strain. By analyzing the transcriptome data for WT, TM, and MB, we finally located two genes, *acoA* and *yhjR*, that could positively affect biofilm formation in *B. subtilis*, given that the overexpression of these genes caused restored phenotypes in biofilm formation in TM. We also conducted an initial characterization of the close relationship among tmRNA, sporulation, and biofilm formation in *B. subtilis*. Our data contribute more knowledge to the molecular regulatory network of biofilm formation in *B. subtilis* and may provide novel targets for better utilizing and modifying biofilm formation in *Bacillus* strains.

## Figures and Tables

**Figure 1:**
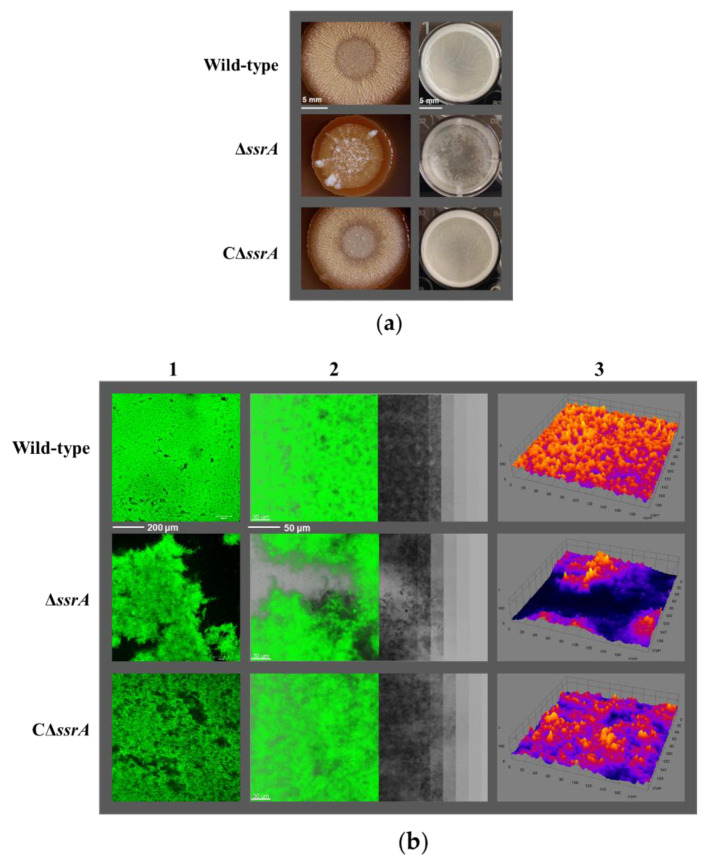

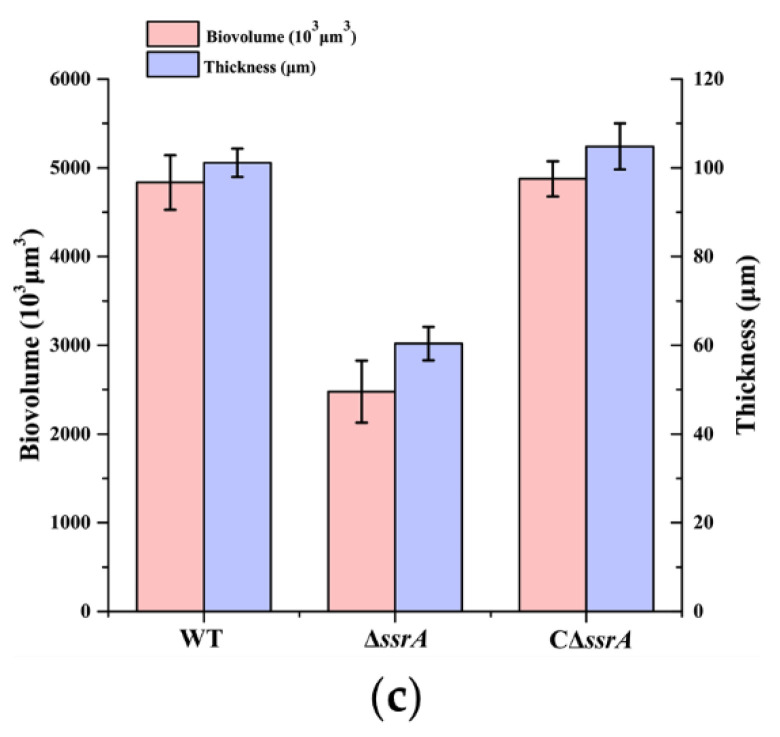
Comparison of the biofilm formation among WT, TM, and CΔ*ssrA*. (**a**) The WT, TM, and CΔ*ssrA* strains were grown in the MSgg agar plates for 3 days (left) and in 24-well microtiter plates supplied with the LBMG liquid medium for 48 h (right), and biofilms produced by the strains were observed. The images shown are the representatives of three independent experiments. The two scale bars both represent 5 mm. (**b**) Biofilms formed in the microtiter plates described in (A) were stained with STYO^®^9 and investigated using CLSM. Images of cells attached to the surface were shown in Lane 1. The confocal series were reconstructed through the software IMARIS and a representative image (left) with virtual shadow projection (right) is shown for each strain in Lane 2. The three-dimensional (3D) models of biofilms formed by these three strains are shown in Lane 3. The scale bars represent 200 μm and 50 μm, from left to right, respectively. (**c**) Quantification of the thickness and biovolume of the submerged biofilms produced by WT, TM, and CΔ*ssrA*. The biovolume (purple) and the thickness (pink) were calculated as average ± S.D. of six image series for each strain.

**Figure 2:**
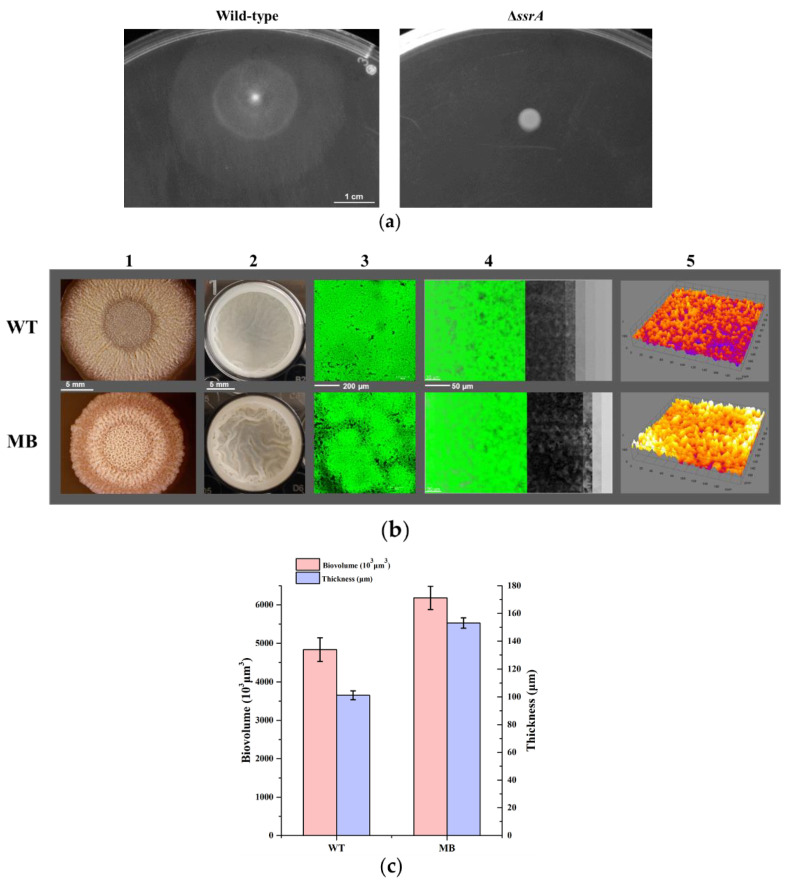
Screening for the suppressor(s) of *ssrA* that possesses restored biofilm formation ability. (**a**) To test the swarming motility, WT and TM were grown in soft agar plates (0.65% agar) for 6 h at 37 °C. The scale bar represents 1 cm. The images shown are the representatives of three independent experiments. (**b**) The WT and MB strains were grown in the MSgg agar plates for 3 days (Lane 1) and in 24-well microtiter plates supplied with the LBMG liquid medium for 48 h (Lane 2), and biofilms produced by the strains were observed. The images shown in Lane 1 and Lane 2 are the representatives of three independent experiments. Biofilms formed in the microtiter plates were stained with SYTO^®^9 and investigated using CLSM. Images of cells attached to the surface were shown in Lane 3. The confocal series were reconstructed through the software IMARIS and a representative image (left) with virtual shadow projection (right) is shown for each strain in Lane 4. The 3D models of biofilms formed by these two strains are shown in Lane 5. The scale bars in Lane 1–4 represent 5 mm, 5 mm, 200 μm, and 50 μm, respectively. (**c**) Quantification of the thickness and biovolume of the submerged biofilms produced by WT and MB. The biovolume (purple) and the average thickness (pink) were calculated as the average and ±S.D. of a six-image series for each strain.

**Figure 3:**
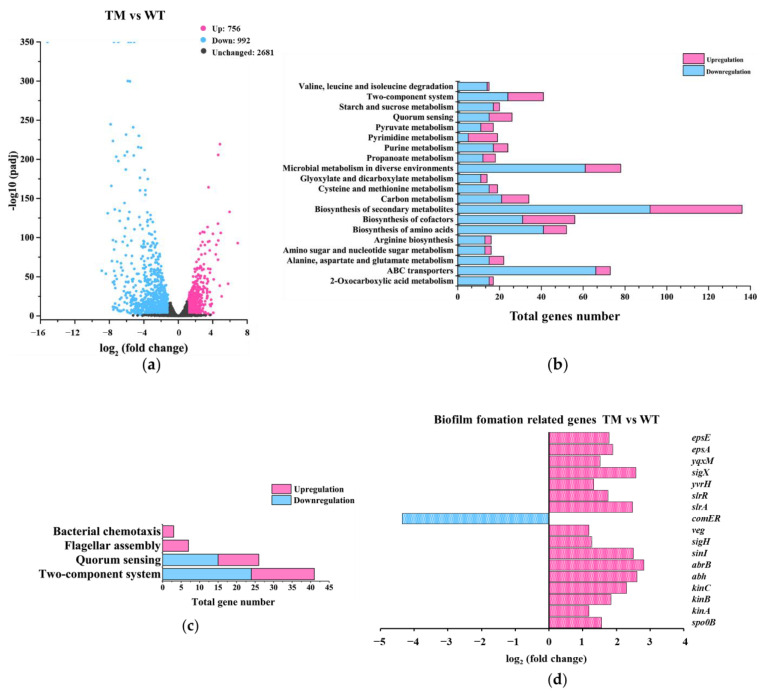
Analysis of the gene-expression differences between TM and WT. (**a**) A volcano plot showing the DEGs found in TM compared with WT. DEGs were defined as the genes whose expression was up-regulated (pink dots) or down-regulated (blue dots) with a fold change of two or more (*p* ≤ 0.05), when TM was compared with WT. Black dots represent genes without a significant change in expression. (**b**) Profiling of the DEGs via using the annotation of KEGG. (**c**) Grouping the DEGs by the indicated metabolic pathways. (**d**) Changes in the expression of the known biofilm−formation genes found as DEGs.

**Figure 4:**
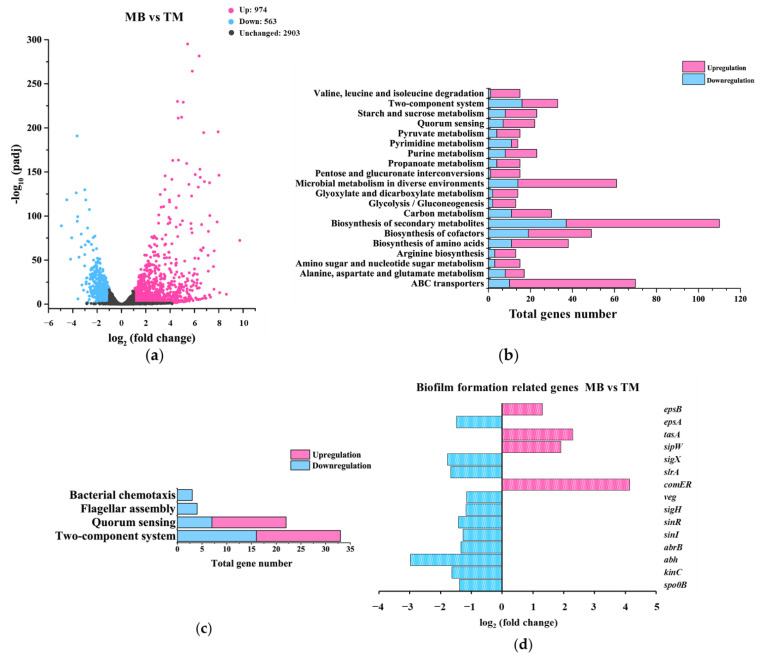
Analysis of the gene-expression differences between TM and MB. (**a**) A volcano plot showing the DEGs found in MB, compared with TM. DEGs were defined as the genes whose expression was up-regulated (pink dots) or down-regulated (blue dots) with a fold change of two or more (*p* ≤ 0.05), when MB was compared with TM. Black dots represent genes without a significant change in expression. (**b**) Profiling of the DEGs via using the annotation of KEGG. (**c**) Grouping the DEGs by the indicated metabolic pathways. (**d**) Changes in the expression of the known biofilm-formation genes found as DEGs.

**Figure 5:**
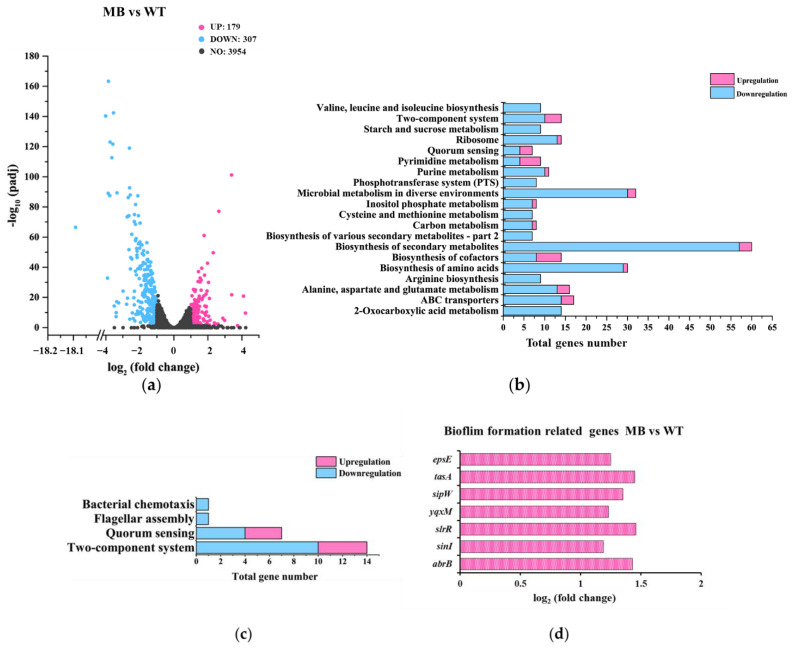
Analysis of the gene-expression differences between MB and WT. (**a**) A volcano plot showing the DEGs found in MB, compared with WT. DEGs were defined as the genes whose expression was up-regulated (pink dots) or down−regulated (blue dots) with a fold change of two or more (*p* ≤ 0.05), when MB was compared with WT. Black dots represent genes without a significant change in expression. (**b**) Profiling of the DEGs via using the annotation of KEGG. (**c**) Grouping the DEGs by the indicated metabolic pathways. (**d**) Changes in the expression of the known biofilm-formation genes found as DEGs.

**Figure 6:**
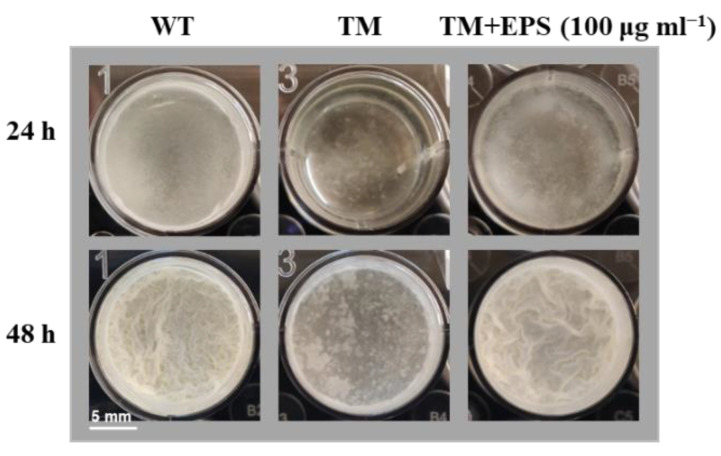
The effect of EPS on TM biofilm formation. The strains of WT and TM were grown in the LBMG liquid medium, supplemented with or without 100 μg mL^−1^ EPS, and observed for biofilm formation. The scale represents 5 mm.

**Figure 7:**
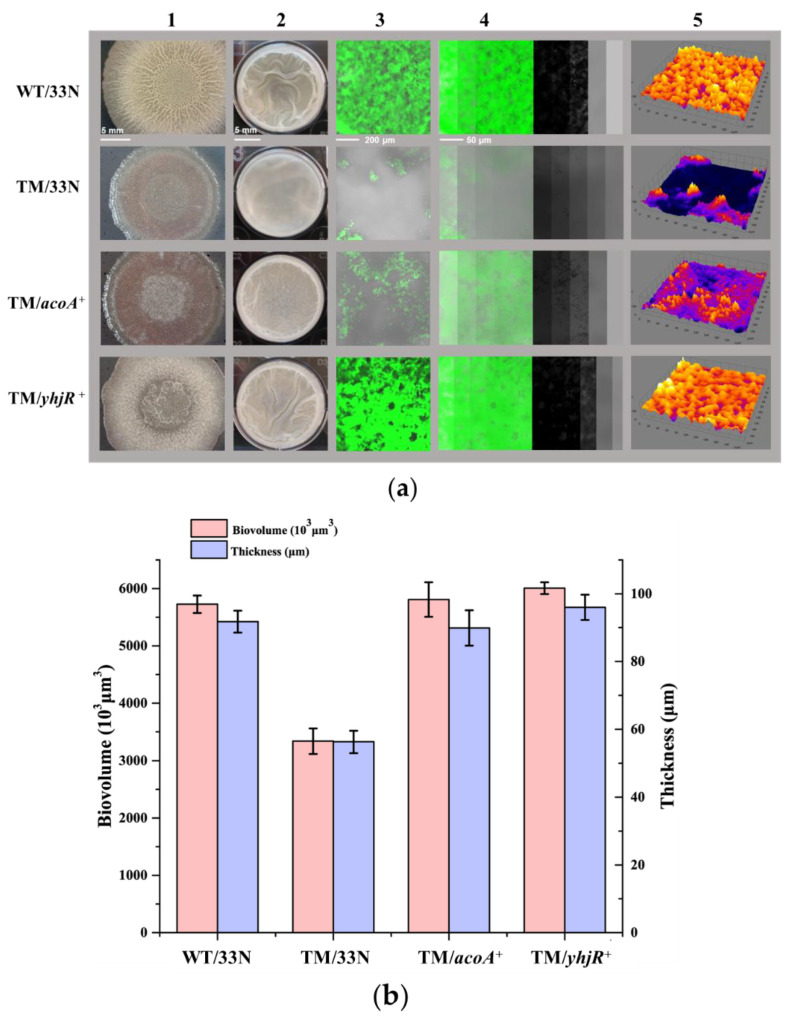
Comparison of the biofilm formation among WT/33N, TM/33N, TM/*acoA*^+^, and TM/*yhjR*^+^. (**a**) The strains of WT/33N, TM/33N, TM/*acoA*^+^, and TM/*yhjR*^+^ were grown on the MSgg agar plates for 3 days (Lane 1) and in 24-well microtiter plates supplied with the LBMG liquid medium for 48 h (Lane 2), and biofilms produced by the strains were observed. The images shown in Lane 1 and Lane 2 are the representatives of three independent experiments. Biofilms formed in the microtiter plates were stained with STYO^®^9 and investigated using CLSM. Images of cells attached to the surface are shown in Lane 3. The confocal series were reconstructed through the software IMARIS and a representative image (left) with virtual shadow projection (right) is shown for each strain in Lane 4. The 3D models of biofilms formed by these two strains are shown in Lane 5. The scale bars in Lane 1–4 represent 5 mm, 5 mm, 200 μm, and 50 μm, respectively. (**b**) Quantification of the thickness and biovolume of the submerged biofilms produced by these four strains. The biovolume (purple) and the thickness (pink) were calculated as the average and ±S.D. of a serious of six images for each strain.

**Figure 8:**
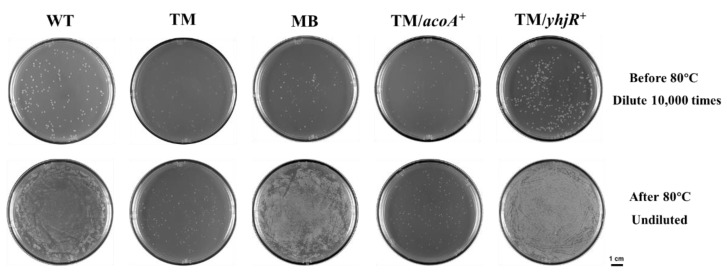
The sporulation ability in WT, TM, MB, TM/*acoA*^+^, and TM/*yhjR*^+^. The strains of WT, TM, MB, TM/*acoA*^+^, and TM/*yhjR*^+^ were subjected to the high-temperature treatment at 80 °C and observed for spores. The control samples were diluted (10,000 times) before high-temperature treatment for plating. The treatment samples were undiluted after high-temperature treatment, plated on LB agar plates and incubated for 12 h at 37 °C. The images shown are the representatives of three independent experiments. The scale represents 1 cm.

## Data Availability

The RNA sequence data have been deposited in the GEO database of NCBI with the accession code GSE199151. The whole-genome sequencing data that support the findings of this study have been deposited in the Sequence Read Archive with the project number PRJNA817865.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms10071338/s1, Figure S1: Schematic illustration of the deletion for ssrA (left) and PCR validation (right); Figure S2: Comparison of the biofilm formation among WT, TM, and CΔssrA; Figure S3: Isolation of suppressor(s) of ssrA and comparison of the biofilm formation among WT, TM, and isolated strains; Figure S4: The quality of the RNA samples and qPCR validation of transcriptome data. Figure S5: A Venn diagram showing the distribution of DEGs in comparisons WT vs. TM, TM vs. MB, and WT vs. MB; Figure S6: Comparison of the biofilm formation among WT, TM, and TM/ΔsinR; Figure S7: Comparison of the biofilm formation among WT/33N, TM/33N, and overexpression strains; Figure S8: Comparison of the biofilm formation among WT, WT/ΔacoA, MB, and MB/ΔacoA; Figure S9: Diagrams showing where the suppressor mutations were located and the consequences of these mutations in MB; Figure S10: Trend analysis of DEGs; Figure S11: Transcriptome analysis of genes related to compound biosynthesis pathways; Figure S12: Comparison of the biofilm formation among WT, WT/ΔskfA, MB, and MB/ΔsfkA.; Table S1: Strains and plasmids used in this study; Table S2: Primers used in this work; Table S3: The most up-regulated genes comparing TM with WT; Table S4: The most down-regulated genes comparing TM with WT; Table S5: The most up-regulated genes comparing MB with TM; Table S6: The most down-regulated genes comparing MB with TM; Table S7: The most up-regulated genes comparing MB with WT; Table S8: The most down-regulated genes comparing MB with WT; Table S9: The biofilm-related genes differentially expressed among strains WT, TM, and MB; Table S10: The sporulation-related genes differentially expressed among strains WT, TM, and MB; Table S11: The expression of genes spontaneously mutated in the MB strain; Table S12: The expression of genes related to secondary metabiotic products in strains WT, TM, and MB. Reference [57] is cited in the Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

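The 9 libraries come from WT, TM, and MB, with 3 replicates each, grown in LBMG for 36 h, and rRNA had been removed with probes before sequencing. Each library was assigned to its strain from the sample labels, which the paper's strain names settle, and *ssrA* was read only as a check on them. According to the submitters' processing notes, the authors aligned the reads with Bowtie2 2.2.3, counted fragments per gene with HTSeq 0.6.1, and deposited FPKM values, 1 table per library, with 4514 genes in each. The strand setting of the counting is not given in these sources. Within each library the values of a gene step in units of 1 fragment, and the size of the step gives the total by which the authors divided. That total is close to 3243099 times a factor from a median of ratios in each library, so the deposited values already carry this scaling. Fragments were recovered as the multiples of the step, whole within 0.01 in all libraries for 4374 genes (98.1% of those with a length). Over the genes with a length the libraries hold 3065146 to 3351338 fragments in WT, 3076301 to 3388529 in TM, and 3113780 to 3389863 in MB, so a gene of 1 kb gains about 0.3 FPKM per fragment.

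Identifiers were matched to symbols with the gene table of the reference assembly ASM608879v1. Of the 4514 identifiers 4459 were matched and 55 were not, 3692 have a symbol of their own, and 124 share a symbol with another gene and are named by identifier. The symbols *yngJ*, *rocA*, *abh*, and *sigL* of the paper had no match.

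The design set before the values were seen assumed counts and a count model. Since the tables hold FPKM on an adjusted scale, the test was changed to limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, a linear model on strain alone over all 9 libraries, and an empirical Bayes variance with a trend. The pseudocount pulls the fold changes of genes with few fragments towards 0. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 4419 in all, and p-values were adjusted by the Benjamini-Hochberg method over these genes in each comparison. A gene is called at an adjusted p of at most 0.05 and a log2 fold change beyond 1 in either direction, which are the thresholds of the paper. The comparisons were TM against WT, MB against TM, and MB against WT. All 3 draw on the same 9 libraries, so any 2 of them share a strain.

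For gene groups, 43 lists were fixed together with the design, of which 41 had at least 3 measured genes. They were tested with limma's camera at its preset correlation of 0.01, and the 123 tests were adjusted together. Beside each list the number of called members is also given after adjusting over the list alone. The overlap of called genes is set beside that of independent lists of the same sizes, and the correlation of fold changes beside 20 simulations of strains without differences that share libraries in the same way. The genes named are, by the rule of the design, the 10 highest and 10 lowest called genes of each comparison with separate libraries and a mean of at least 10 CPM in the higher strain. To these come the genes named in the paper, up to 4 called members of each list with operon partners, *ssrA*, and *smpB*. The genes of the paper were chosen by its authors on these same libraries. Plotting and tables used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, and matplotlib 3.10.9.

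The fit was tested on simulated data with the mean levels of these libraries and a spread set by hand. Of the genes changed 2.5-fold 84% were called, and of those changed 4-fold 100%. There were 7 false calls among the unchanged genes of the 4288 tested. The changed genes were drawn from those with a mean of at least 10 fragments, so the recovery does not cover genes with fewer. The alternatives were upper-quartile scaling and library totals, 2 other filters on low values (any gene above 0, and at least 10 fragments in every library), the fit without non-coding RNA genes, only the 2 strains compared, the replicate number as a block, no fold threshold, and each library left out in turn. After the values were seen, pseudocounts of 0.1 and 5, quantile normalization, voom on the recovered fragments, and limma's treat against a 2-fold change were added. For the lists, camera with an estimated correlation and limma's fry were also run. KEGG pathways and gene ontology groups, the phenotype and growth measurements, and the strains made for single genes are not analysed here.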

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

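The counts over other splits of the libraries, all 3 tests on arginine, the 2 tests on transfer RNA, and the test against a 2-fold change were chosen only after the result was seen, and for the 2 tests on library totals the range over left-out libraries was added after their values were seen.

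The number of DEGs was set beside every other split of the same 6 libraries into 3 and 3, which makes 10 splits and so can never give a share under 0.05. The real split gave 1729 DEGs for TM against WT, 1551 for MB against TM, and 502 for MB against WT in these fits, the highest other split gave 0 by limma in each, and in each comparison 1 split, the real one, was as large as the real one.

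With library totals in place of the deposited scaling, most DEGs of TM against WT were higher in TM. *ssrA*, abundant in the WT libraries and nearly absent from TM, was tested as the source: with totals counted without it, the median log2 fold change of all genes still stood 0.22 above that of the deposited scale (0.19 to 0.25 with 1 library left out), which argues against *ssrA* as the whole cause. Without the 20 genes that make up the 10 most abundant of any library, the median still stood 0.13 above (0.11 to 0.16), which argues against a few abundant genes as the whole cause. The same leaving out brought the medians from 0.22 with all genes to 0.16 and 0.07. Which scale is nearer to the amounts per cell was not tested, since no added standard was used here, so the share of genes higher in TM stays open.

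The 8 arginine synthesis genes measured were all lower in TM and in MB than in WT, the same adjusted over the list alone (camera adjusted p = 1.87e-05 and 9.68e-09 by limma, and adjusted p = 0.385 and 0.323 with an estimated correlation), such as *argF*, the ornithine carbamoyltransferase gene, at 2270 ± 97.4, 23.9 ± 11.4, and 381 ± 62.4 FPKM in WT, TM, and MB (n = 3). The scaling is argued against, as the highest median of the list under any other scaling was −3.45. If the cells sensed more arginine, synthesis would go down and breakdown up together. The list used for this joins arginine and proline breakdown, and its median was 0.85 in TM (quartiles −0.17 and 1.29), with 4 of 9 genes higher and 2 lower. Of the arginine genes *rocB*, *rocD*, and *rocE* were higher, at 1.47, 1.29, and 1.18, while *putB*, of proline breakdown, stood at −3.89. A list that mixes the 2 pathways cannot decide this, so arginine sensing in TM stays open. In MB the median of the list was −1.03, with 0 of 9 genes higher than in WT, 5 lower, and 4 not called. The median of the mixed list alone cannot decide this either. Taken apart from proline breakdown, *rocB*, *rocD*, and *rocE* were each called lower in MB than in WT, *rocD* at −1.36 and *rocE* at −1.03. For these 3 arginine genes, that argues against arginine sensing in MB.

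The signal recognition particle RNA, *ffs*, which the paper does not discuss, stood at 7050 ± 1780 FPKM in WT, 1730 ± 493 in TM, and 17400 ± 7090 in MB (n = 3), with a log2 fold change of 1.26 in MB against WT (SE 0.30, adjusted p = 0.00663 by limma). For TM, a lower recovery of short untranslated RNAs as a class would lower the 88 transfer RNA genes as well. These took 0.0402 ± 0.00806% of fragments in TM and 0.0142 ± 0.00212% in WT, a log2 ratio of 1.5, the opposite direction. Together they took less than *ffs* alone (0.166 ± 0.0348% in WT), so they are a weak measure of the recovery of such RNAs. The RNase P RNA gene *rnpB* went with *ffs*, at 2.99 ± 0.366% in WT and 2.6 ± 0.213% in TM with overlapping libraries. A lower recovery in TM therefore stays open. For MB, a higher recovery of such RNAs stays open, since the transfer RNA genes (0.0303 ± 0.00422%, a log2 ratio of 1.09 over WT) and *rnpB* (4.85 ± 1.01%) stood above WT in every MB library, as *ffs* did. As a set, the 682 genes of at most 300 bases were not lower in TM than in WT, with a median log2 fold change of 0.01 against −0.06 for all tested genes. Their quartiles were −1.11 and 0.99. The rule set beforehand asked for a median above −1 by more than that spread, which a median near 0 cannot reach. By that rule gene length stays open for *ffs*, and no biological explanation was tested.

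Among gene groups that the paper does not discuss, the σB general stress genes were higher in 8 of 20 in TM and in 5 of 20 in MB than in WT, the same adjusted over the list alone, with *rsbV*, which encodes the activator of σB, at 452 ± 51.4, 1990 ± 73.3, and 562 ± 35.6 FPKM (camera adjusted p = 0.00347 and 4.43e-06 by limma, and adjusted p = 0.652 and 0.49 with an estimated correlation), though in MB 2 were higher without replicate 1 of WT, 3 without replicate 1 of MB, and 1 against a 2-fold change.

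Pyrimidine synthesis genes, outside the groups of the paper, were higher in 9 of 11 in TM and in 6 of 11 in MB, the same adjusted over the list alone, with the uracil permease gene *pyrP* at 19.6 ± 2.02, 245 ± 44.1, and 77.1 ± 8.05 FPKM (camera adjusted p = 0.0001 in MB by limma, and adjusted p = 0.305 in both with an estimated correlation).

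Of 56 SPbeta prophage genes, also outside the groups of the paper, 10 were higher and 1 lower in MB than in WT, the same adjusted over the list alone, and 18 higher and 4 lower in TM (17 and 4 over the list alone), with the oxidoreductase gene *bdbB* at 27.6 ± 2.44, 364 ± 75.3, and 80.3 ± 20.3 FPKM in WT, TM, and MB (camera adjusted p = 0.00329 in MB by limma, and adjusted p = 0.305 with an estimated correlation, and 0.0701 in TM).

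Of 87 measured genes of the plasmid pBS32, 8 were higher in MB than in WT and 79 not called, the same adjusted over the list alone, and 17 were higher and 17 lower in TM (17 and 13 over the list alone, and 11, 11, and 9 lower without replicate 1 of WT, 2 of TM, or 3 of TM), with EJJ34_22640 at 13.3 ± 2.62, 168 ± 13.9, and 46.3 ± 5.47 FPKM in WT, TM, and MB (camera adjusted p = 0.0218 in MB by limma, and adjusted p = 0.677 with an estimated correlation, and 0.823 in TM).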

How the results depend on the processing

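The alternatives added after the values were seen are the pseudocounts of 0.1 and 5, voom, quantile normalization, and limma's treat. Not run were the Wald test of DESeq2, the median of ratios in edgeR, and edgeR's glmTreat, for which limma's treat was run. The deposited values are FPKM that already carry a median of ratios. Whole fragments were recovered for 98.1% of the genes with a length and used for voom, so count models could have been run on those genes.

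With library totals, MB against WT had 412 genes higher, the overlap of the first 2 comparisons held 2 genes moving the same way, and 50 genes stood in the order MB, WT, TM (the cause was not tested). The filter of at least 10 fragments in every library tests fewer genes. It gave 1145 DEGs in TM against WT (529 lower), 933 in MB against TM (447 higher), 128 higher in MB against WT, an overlap of 744 (740 opposite), 111 in all 3 comparisons, 903 DEGs of TM not called in MB, 13 in the order MB, WT, TM, and a correlation of 0.52 between the fold changes against WT. Without a fold threshold, which admits smaller changes, there were 2931 DEGs (1433 higher, 1498 lower) in TM against WT, 2746 (1352 lower) in MB against TM, and 1623 (819 higher, 804 lower) in MB against WT. The overlap was then 2312 (2222 opposite, 90 the same way), 942 genes differed in all 3 comparisons, 1333 DEGs of MB were shared with TM, and 119 and 99 genes stood in the 2 strict orders. Limma's treat asks for more than a 2-fold change and gave 1080 DEGs (420 higher), 826 (559 higher, 267 lower), and 135 (34 higher, 101 lower). Its overlap was 685, of which 685 were opposite and 0 the same way, with 46 in all 3 comparisons, 88 DEGs of MB shared with TM, and 7 and 2 genes in the strict orders. A pseudocount of 0.1 gave a correlation of 0.4 between the fold changes against WT, and a pseudocount of 5 left 5 genes in the order TM, WT, MB (the cause was not tested). Of the 123 list tests, 58 were called, 0 with an estimated correlation and 91 by limma's fry, which asks whether any gene of a list differs.

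Counts of called list members moved as well. Against a 2-fold change the counts higher in TM went from 6 to 2 for flagellar assembly, 3 to 1 for matrix genes, 5 to 3 for heat shock, 6 to 1 for competence, 3 to 1 for ATP synthase, 2 to 1 for the citric acid cycle, 4 to 2 for arginine and proline breakdown, and 17 to 9 for pBS32. Those lower in TM went from 26 to 15 for σG, 3 to 1 for heat shock, 5 to 3 for bacillaene, 7 to 4 for inositol, and 17 to 4 for pBS32. In MB against WT they went from 10 to 1 (SPbeta), 8 to 1 (pBS32), 6 to 2 (pyrimidine), 9 to 3 (branched-chain synthesis), 8 to 3 (inositol), and 5 to 2 (arginine and proline breakdown), and all 4 matrix calls ended. The filter of at least 10 fragments in every library leaves out genes that fall below that in TM. Smaller counts under it therefore cover fewer genes and are not a test of the calls. Of the 350 named genes and comparisons still tested, 0 lost or gained a call. Under this filter genes lower in TM numbered 3 for σF, 15 for σE, 7 for σG, 7 for σK, 2 for acetoin utilisation, and 2 for pBS32. SPbeta and pBS32 had 5 higher each in MB. Library totals and quantile normalization gave 5 matrix genes higher, 3 bacillaene genes lower, and 8 and 5 cell wall stress genes higher in TM, with 10 and 6 pBS32 genes lower. A pseudocount of 5 gave 2 SOS and 2 matrix genes higher (in TM and MB), and 3 bacillaene and 5 pBS32 genes lower in TM.

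Leaving out 1 library at a time gave 1691 to 1769 DEGs in TM against WT (760 to 783 higher, 929 to 990 lower), 1441 to 1552 in MB against TM (880 to 971 higher, 547 to 598 lower), and 480 to 538 in MB against WT (203 to 244 higher, 277 to 294 lower). The overlap held 1168 to 1238 genes (1163 to 1232 opposite, 4 to 6 the same way), all 3 comparisons 166 to 182, the DEGs of TM not called in MB 1335 to 1402, and those of MB shared with TM 329 to 367. The strict orders held 25 to 36 and 7 to 10 genes, the correlations ran from −0.89 to −0.87 and from 0.44 to 0.48, and 54 to 60 list tests were called. With the replicate number as a block there were 1747, 1514, and 505 DEGs and 57 list calls. The numbers do not pair the libraries, since 3 of 9 correlated best, outside their strain, with their own number (correlations −0.07 to 0.22 for the same number and −0.24 to 0.16 for others).

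Of 461 named genes and comparisons, 318 kept their call under each of up to 21 alternatives and 143 did not. In these, 338 values lost the call, 28 gained it, and 0 changed direction. Genes near 1 FPKM rest on a few fragments and are measured least closely.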

Differences from the paper's values

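Settings not planned in advance, voom and a pseudocount of 0.1, were chosen after the values were seen. Of 51 values of the paper set beside those computed here, 14 come from its text and 37 were read by eye from its figures, and all 37 read from figures have the same sign here.

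The paper gives 7225846 reads for WT, 7124644 for TM, and 7462953 for MB. The fragments recovered from the deposited values average 3238622 per library for WT, 3208591 for TM, and 3290135 for MB, counting those assigned to genes with a length. The paper counts reads and these are fragments. At 2 reads to a fragment they come to 6477243, 6417183, and 6580271, nearer to the paper's numbers, but the sources read here do not state whether reads were paired. No alternative set before the data were examined bears on this number.

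For *comER* the paper shows a log2 fold change of about −4.3 in TM against WT (Fig. 3d, read by eye), and −3.88 (SE 0.23) was computed here. Of the alternatives set before the data were examined, leaving out replicate 3 of WT (−4.11) comes within the error of the paper's value and the others in which *comER* was tested do not. For MB against TM the paper shows about 4.1 (Fig. 4d, read by eye) against 3.68 here (SE 0.23), and none of the alternatives set before the data were examined comes within the error. A pseudocount of 0.1 (−4.3 and 4.1) and voom (−4.25 and 4.05), both chosen after seeing the values, reach the paper's values for *comER*. Of the genes the paper calls higher in MB than in WT, a pseudocount of 0.1 drops 3, *gerPA*, *ydgA*, and *ytcB*, and voom keeps them.

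The paper states that the compound-related genes lower in TM were for the most part restored in MB. Of 21 genes lower in TM in the lists fixed here, which need not be the paper's set, 11 were not called between MB and WT, 9 were still lower, and 1 was higher. The killing factor and delay protein genes go with the statement: 5 of 6 were not called, and all 6 were higher in MB than in TM. For plipastatin 2 of 3 and for bacillaene 3 of 5 were not called, which alone does not show a return to WT. Of the plipastatin genes 2 were higher in MB than in TM, but the list median against WT was −0.93. Of the 5 bacillaene genes, 1 was higher in MB than in TM. Bacilysin (6 of 6 still lower) does not go with the statement, with *bacD* at 203 ± 5.93, 51.7 ± 2.29, and 62.1 ± 6.83 FPKM in WT, TM, and MB (n = 3). For pulcherriminic acid the 1 gene lower in TM, *cypX*, was not called between MB and WT. *yvmC*, the gene of the cyclodipeptide synthase (CDPS) that the paper names, had no match, so that part was not tested. *ppsA*, *ppsC*, *pksC*, and *pksE* had no match either.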

Other observations

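Only limma's treat against a 2-fold change was chosen after the values were seen, and the genes described were picked from the fixed lists with their values in view. *liaH* and *liaG*, which respond to damage of the cell envelope, were lower in TM and in MB than in WT and not called between MB and TM. *liaH* stood at 1720 ± 296, 417 ± 51.8, and 273 ± 6.93 FPKM (n = 3) and *liaG* at 508 ± 75.2, 134 ± 15.4, and 83.4 ± 4.22, while the sigma factor gene *sigM* rose in TM, from 15.5 ± 2.13 to 63 ± 8.33. Of 19 genes of teichoic acid and cell wall stress, 8 were lower in TM and 3 higher, and 8 were lower in MB than in WT, the same adjusted over the list alone. Limma's camera called the list in MB against WT (adjusted p = 1.39e-05, and adjusted p = 0.385 with an estimated correlation) and not in TM (0.996). Inositol utilisation genes were for the most part lower in both derived strains: *iolA* stood at 89.9 ± 7.9, 22.7 ± 4.75, and 19.1 ± 2.56, and 7 of 11 genes were lower in TM and 8 in MB, the same adjusted over the list alone. Camera by limma gave adjusted p = 0.00296 and 1.68e-06 for inositol utilisation, and adjusted p = 0.451 and 0.341 with an estimated correlation. Bacilysin synthesis was lower in 6 of 7 genes in MB than in WT, the same adjusted over the list alone (camera adjusted p = 1.93e-05 by limma, and adjusted p = 0.305 with an estimated correlation).

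The oxidase gene *cydB* and the lactate dehydrogenase gene *lctE*, of growth at low oxygen, fell in TM. *cydB* stood at 97.5 ± 3.81 FPKM in WT (n = 3; log2 fold change −3.68 in TM, SE 0.17), and *lctE* at 120 ± 34 in WT and 31 ± 26.8 in TM. Of 16 genes of anaerobic growth, 6 were lower in TM and 1 higher, the same adjusted over the list alone. The higher call ended without replicate 1 of TM, and camera did not call the list (0.193 by limma). Of 16 purine synthesis genes 5 were lower in MB than in WT and 11 not called, the same adjusted over the list alone (camera adjusted p = 0.0342 by limma, and adjusted p = 0.49 with an estimated correlation), and in TM *purE* was called, higher, from 71.2 ± 8.28 to 156 ± 11.4. In MB the flagellin gene *hag* was lower than in WT, at 1530 ± 79.8 FPKM (log2 fold change −1.16, SE 0.13, adjusted p = 4.46e-05 by limma), a call that ended with library totals (−0.92) and against a 2-fold change. Arginine and proline breakdown was lower in 5 of 9 genes in MB than in WT, the same adjusted over the list alone, with *putB*, a proline dehydrogenase gene, at 1240 ± 140, 82.4 ± 1.12, and 316 ± 27.9. Camera by limma gave adjusted p = 1.55e-06 for arginine and proline breakdown, and adjusted p = 0.305 with an estimated correlation.

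Smaller movements were seen in other groups in TM against WT, none of them called by limma's camera. The heat shock repressor gene *ctsR* rose from 75.9 ± 12.7 to 294 ± 35.4 FPKM (n = 3). Competence genes were higher in 6 of 19 and lower in 2 (0.405), or 1 adjusted over the list alone, without replicate 1 or 2 of WT, 1 of TM, or 1 or 3 of MB, and 4 without replicate 3 of WT, with *nucA* rising from 17.2 ± 2.51 to 64.4 ± 11.7. SOS response genes were higher in 4 of 13 (0.684), or 2 without replicate 3 of WT, with *ynzC* rising from 38.5 ± 13 to 113 ± 23.9, and all 4 calls ended against a 2-fold change. ATP synthase genes were higher in 3 of 9 (0.31) and citric acid cycle genes in 2 of 10 (0.18), or 1 without replicate 2 of WT or of TM. Subtilosin genes were lower in 3 of 7 (0.0577), with *albG* falling from 175 ± 8.4 to 49 ± 5.29. Of 15 genes of bacillibactin and iron uptake, *feuC* rose, from 136 ± 19.6 to 352 ± 43.6, and 14 were not called (0.838), while 2 genes were higher without replicate 2 of WT or of TM. The counts were the same adjusted over the list alone except for competence. The surfactin synthetase gene *srfAA* stood at 58.9 ± 7.9 and 60.2 ± 11.9.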
